# LUX ARRHYTHMO mediates crosstalk between the circadian clock and defense in Arabidopsis

**DOI:** 10.1038/s41467-019-10485-6

**Published:** 2019-06-11

**Authors:** Chong Zhang, Min Gao, Nicholas C. Seitz, William Angel, Amelia Hallworth, Linda Wiratan, Omar Darwish, Nadim Alkharouf, Teklu Dawit, Daniela Lin, Riki Egoshi, Xiping Wang, C. Robertson McClung, Hua Lu

**Keywords:** Plant immunity, Circadian rhythms in plants

## Abstract

The circadian clock is known to regulate plant innate immunity but the underlying mechanism of this regulation remains largely unclear. We show here that mutations in the core clock component LUX ARRHYTHMO (LUX) disrupt circadian regulation of stomata under free running and *Pseudomonas* *syringae* challenge conditions as well as defense signaling mediated by SA and JA, leading to compromised disease resistance. RNA-seq analysis reveals that both clock- and defense-related genes are regulated by LUX. LUX binds to clock gene promoters that have not been shown before, expanding the clock gene networks that require LUX function. LUX also binds to the promoters of *EDS1* and *JAZ5*, likely acting through these genes to affect SA- and JA-signaling. We further show that JA signaling reciprocally affects clock activity. Thus, our data support crosstalk between the circadian clock and plant innate immunity and imply an important role of *LUX* in this process.

## Abstract (web summary)

Circadian control of plant defence likely reflects plants’ ability to coordinate development and defense. Here, Zhang et al. show that LUX regulates stomatal defense  and SA/JA signaling, leading to broad-spectrum disease resistance, and that JA signaling can, in turn, regulate clock activity.

## Introduction

In response to various pathogens and pests, plants have evolved sophisticated defense mechanisms to recognize and fight these invaders. One such mechanism uses the internal time measuring machinery, the circadian clock, to modulate defense responses in anticipation of pathogens and pests at the time of day when they are likely to be encountered as well as during an actual attack^1^. The circadian clock is known to have a profound influence on plant growth, development, and responses to environmental cues^2–4^, although the mechanisms by which the circadian clock regulates plant defense are only beginning to be elucidated.

Although the molecular composition of the circadian clock differs greatly between plants and other organisms, the basic principle of clock function, which is the ability to self-sustain an approximately 24-h cycle, is conserved. Like in other organisms, the circadian clock in plants consists of core clock components, which form complicated interlocking transcription–translation feedback loops (TTFLs) that are subject to both transcriptional and posttranscriptional regulation^2–4^. Core clock genes are expressed at different times of a day and can affect the expression and/or activities of each other as well as of genes acting in output pathways. The concerted function of these clock genes calibrates the circadian clock and keeps timing in a precise, self-sustaining manner. For instance, the two homologous Myb transcription factors, *CIRCADIAN CLOCK-ASSOCIATED 1* (*CCA1*) and *LATE ELONGATED HYPOCOTYL* (*LHY*), are expressed in the morning (morning-phased) and contribute to multiple clock TTFLs through a direct regulation of several other core clock genes and themselves. *CCA1* and *LHY* also directly regulate the expression of many clock output genes^5^. One target of the CCA1 protein is the evening-phased core clock gene *LUX ARRHYTHMO* (*LUX*), also known as *PHYTOCLOCK1*, which encodes a GARP transcription factor essential for circadian rhythmicity^6,7^. Expression of *LUX* is also affected by several other clock proteins, including TIMING OF CAB EXPRESSION 1 (TOC1), REVEILLE 8 (RVE8), PSEUDO-RESPONSE REGULATOR 5 (PRR5), and PRR7^8–11^. In turn, LUX binds directly to the conserved LUX-binding site (LBS) in the promoters of several clock genes, including *GIGANTEA* (*GI*), *NIGHT LIGHT-INDUCIBLE AND CLOCK-REGULATED GENE 1* (*LNK1*), *PRR7*, *PRR9*, and *LUX* itself, to regulate their expression^7,12^. Thus, like *CCA1* and *LHY*, *LUX* is involved in multiple clock TTFLs. LUX, at least in part, functions through interactions with other proteins. LUX or its close homolog, BROTHER OF LUX ARRHYTHMO (BOA), forms the evening complex (EC) with two evening-phased proteins, EARLY FLOWERING 3 (ELF3) and ELF4^13,14^. The EC affects many aspects of plant development and physiology, including growth, flowering, and cold response, as clock outputs^15^.

Recent studies have demonstrated a critical role of the circadian clock in plant defense against pathogens and pests. Disruption of certain clock genes leads to reduced resistance against bacteria, oomycete, and/or fungal pathogens^1^. Arrhythmicity caused by misexpressing *LUX* or *CCA1* compromises insect resistance^16^. The temporal control of defense by the circadian clock manifests in the rhythmic changes of defense-related molecules, reflecting the role of the circadian clock in anticipating likely attacks from pathogens and pests. For instance, in the absence of pathogens and pests, expression of many defense-related genes and production of defense signaling molecules, such as salicylic acid (SA), jasmonic acid (JA), and reactive oxygen species (ROS), oscillate with varying peaks during the day^16–19^. However, in the presence of pathogens and pests, plants activate acute defense responses, including drastic increases in SA and other defense compounds and reprogramming of defense-related genes. Most of these acute responses lose the rhythmic signature observed under the unchallenged condition. For instance, while the levels of SA oscillate daily in unchallenged plants^16,17^, timely accumulation of SA in high abundance in the local infected region dictates the outcome of plant response to some pathogens^20,21^. Genes affecting such acute SA accumulation are important for plant defense^22–24^, although no clock genes have yet been reported to play such a role in SA regulation. Thus how the circadian clock gates acute defense responses in the presence of pathogens and pests remains largely unknown.

In order to identify circadian clock genes that contribute to SA regulation, we conducted a genetic analysis with a unique Arabidopsis mutant, *acd6-1*, which exhibits constitutively high levels of defense that are inversely correlated with the size of the plant^25,26^. This feature of *acd6-1* has proven useful in gauging the effects of potential mutations on defense^21,22,27–31^. We report here that *lux-1*, a nonsense mutation in the early coding region of the *LUX* gene^6^, suppresses *acd6-1*-conferred dwarfism and high SA defense phenotypes. We confirmed the SA regulatory role of *LUX* with *Pseudomonas syringae* infection and further discovered a role of *LUX* in regulating JA signaling. This function of *LUX* arises, at least in part, through a direct control of the key SA and JA signaling genes, *ENHANCED DISEASE SUSCEPTIBILITY* (*EDS1*)^27,32^ and *JASMONATE ZIM-DOMAIN 5* (*JAZ5*)^33,34^, respectively. *LUX* also affects temporal stomatal opening and closure under free running and acute pathogen challenging conditions. Consistent with the multiple functions of *LUX* in defense regulation, *lux-1* is compromised in resistance to a broad spectrum of pathogens and pests. RNA-seq analysis followed by chromatin immunoprecipitation (ChIP) experiments supports a central role of *LUX* in clock and defense regulation. In addition, we show that activation of JA signaling affects *LUX* expression and reciprocally regulates clock activity. Together, our data reveal an important role of *LUX* mediating the crosstalk between the circadian clock and plant innate immunity.

## Results

### *LUX* regulates SA-mediated defense

In order to identify circadian clock genes that gate plant defense, especially SA-mediated defense, we introduced several clock mutations into *acd6-1*, an Arabidopsis mutant with constitutive defense whose size is roughly inversely proportional to SA levels. We found that, while mutations in *CCA1* and *LHY* did not affect *acd6-1* size^35^, the *lux-1* mutation significantly suppressed *acd6-1* dwarfism (Fig. 1a, b). Compared with *acd6-1*, *acd6-1lux-1* also displayed decreased cell death, SA accumulation, expression of the defense marker gene *PR1*, and resistance to the virulent *P*. *syringae* pv. *maculicola* ES4326 strain DG3 (*Pma*DG3) (Fig. 1c–f). The Col-0 and *lux-1* plants appeared largely similar in their morphology except that *lux-1* had slightly longer petioles. These results suggest a role of *LUX* in regulating SA-mediated defense.

**Fig. 1:**
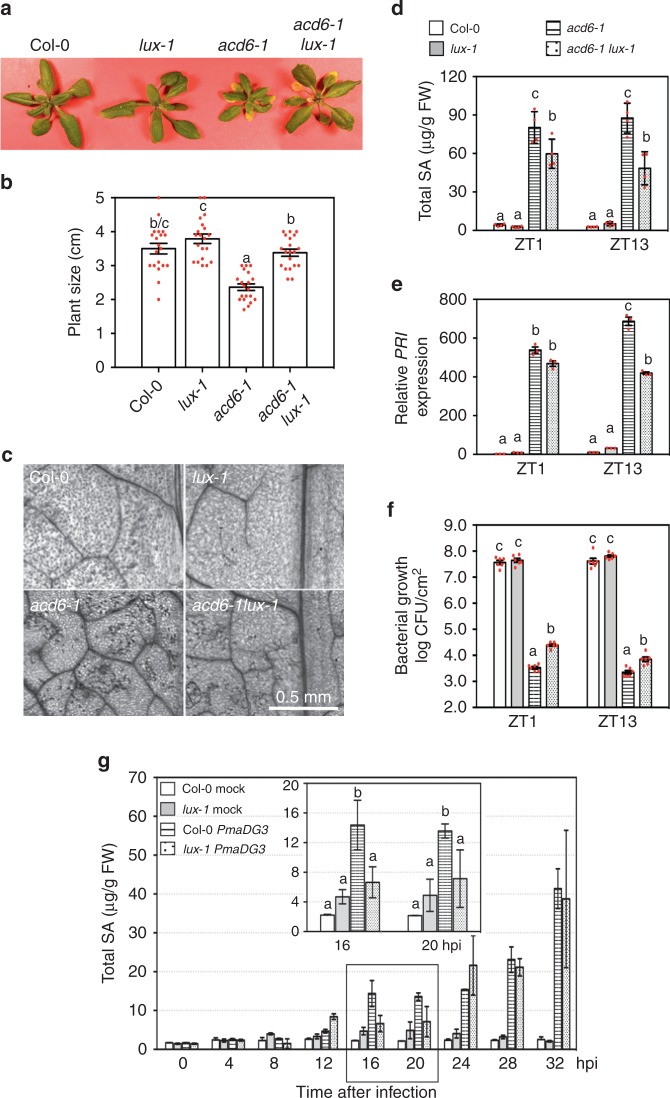
The *lux-1* mutation suppresses salicylic acid (SA)-mediated defense. **a** Phenotypes of 25-day-old plants. **b** Average size of 25-day-old plants. Plants were measured for the largest distance between tips of two rosette leaves (*n* = 20). **c** Cell death staining of the fifth to seventh leaves of plants. **d** SA quantification. Whole plants were collected at ZT1 or ZT13 for SA extraction followed by high-performance liquid chromatography measurement (*n* = 4 from two independent experiments). **e** Expression of *PR1*. Whole plants of each genotype were collected at ZT1 or ZT13 for RNA extraction followed by quantitative reverse transcriptase–PCR (qRT-PCR) analysis (*n* = 3). **f** Bacterial growth. The fourth to sixth leaves of each genotype were infiltrated with *PmaDG3* (OD = 0.0001) at ZT1 or ZT13 and assessed for bacterial counts at 3 dpi (*n* = 6). **g** SA quantification with plants infected by *PmaDG3*. The fourth to sixth leaves of each genotype were infiltrated with *PmaDG3* (OD = 0.01) or the mock solution at ZT1 and collected at the indicated time points for SA analysis (*n* = 2). Data represent mean ± SD in **d**, **e**, **g** and mean ± SEM for **b**, **f**. Statistical analysis was performed with one-way analysis of variance with post hoc Tukey honestly significant difference test. Different letters in **b**, **d**–**g** indicate significant difference among the samples at the same time point (*P* < 0.05). These experiments were repeated three times with similar results

To further confirm this role of *LUX*, we challenged Col-0 and *lux-1* plants with *PmaDG3* and collected the infected leaves in a time course for SA quantification (Fig. 1g). We found that there was a significant reduction in SA levels 16 and 20 h post infection (hpi) in *lux-1*, as compared to Col-0. Thus these data support a role of *LUX* in regulating acute SA accumulation in local tissue upon *P*. *syringae* infection.

### *LUX* regulates multiple layers of defense responses

The SA regulatory role of *LUX* suggests that *LUX* is important for plant disease resistance. Consistent with this idea, we found that expression of *LUX* was induced by infection with *P*. *syringae* strains, the virulent *PmaDG3* and the avirulent strain *Pma avrRpm1* (Supplementary Fig. 1). To further establish a role of *LUX* in defense regulation, we grew plants in a chamber with 12 h light/12 h dark (LD) and 180 µmol m^−2^ s^−1^ light intensity for 25 days and spray-infected the plants with *Pma*DG3 at zeitgeber time 1 (ZT1; ZT1 is 1 h after lights on) or ZT13 (1 hour after lights off). Infected plants were kept in continuous light (LL; a free running condition) and assessed for disease symptoms and bacterial growth. The infected *lux-1* leaves displayed more chlorosis than those of Col-0 but did not show increased bacterial growth 4 days post infection (dpi) (Supplementary Fig. 2a). The increased chlorosis in *lux-1* is consistent with the role of *LUX* as a repressor of leaf senescence^36^. High light intensity exacerbates the senescence phenotype in *lux-1*, complicating plant defense responses. To better assess the role of *LUX* in defense regulation, we lowered the light intensity from 180 to 10 µmol m^−2^ s^−1^ photon flux density in LL during infection (Fig. 2a). Under these conditions, Col-0 showed time-of-day-dependent defense, depending on the mode of *P*. *syringae* infections^35^. To sprayed *Pma*DG3, Col-0 was more susceptible at LL25 (subjective morning) than at LL37 (subjective evening) (Fig. 2b and ref. ^35^). Interestingly, while the two *lux* mutants showed greater bacterial growth and more chlorosis than Col-0 with both LL25 and LL37 infections, *lux* demonstrated higher sensitivity to *Pma*DG3 in the morning than at night (Fig. 2b). To infiltrated *Pma*DG3, Col-0 was more susceptible at night than in the morning (Fig. 2c and refs. ^35,37,38^). Such time-dependent susceptibility was abolished in *lux*, which demonstrated similar *Pma*DG3 growth when infected at both LL25 and LL37 but more bacterial growth than Col-0 at LL25 (Fig. 2c). Expressing the wild-type *LUX* gene translationally fused to the *GFP* reporter in *lux-4* (*LUX-GFP*)^6,39^ rescued *lux-*conferred *Pma*DG3 susceptibility with infection at both LL25 and LL37 (Fig. 2b, c).

**Fig. 2:**
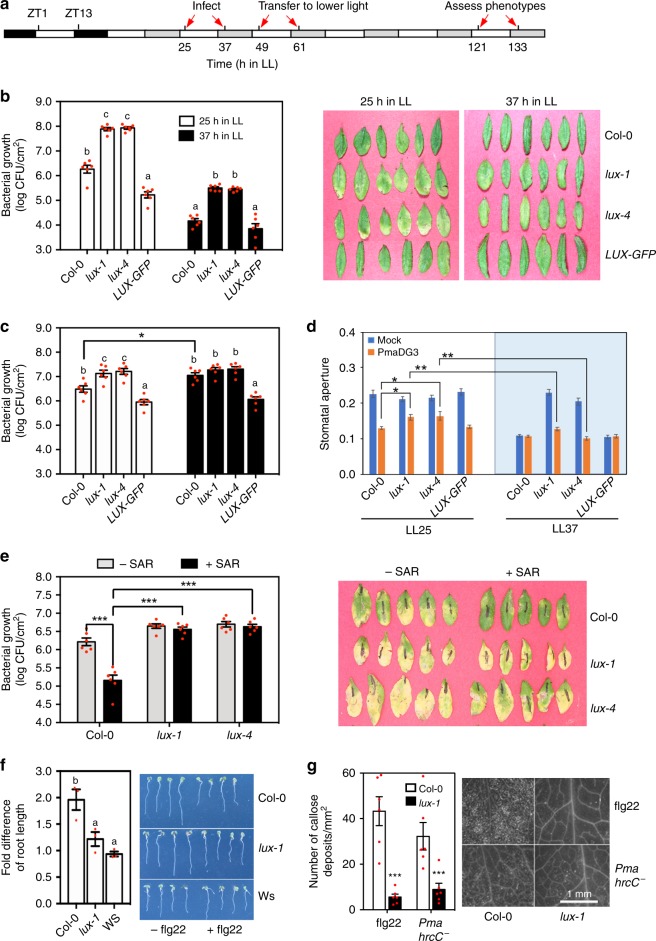
*LUX* regulates stomata aperture and defense signaling. **a** Light and time scheme used for some treatments. 25-day-old plants grown in LD were transferred to LL for 1 day followed by pathogen infection 25 or 37 h after onset of LL. The light intensity was lowered from 180 to 10 µmol m^−2^ s^−1^ photon flux density at 49 h LL or 61 h LL for plants infected at 25 h LL or 37 h LL, respectively. **b** Bacterial growth (left) and photographs (right) of plants sprayed with *PmaDG3* (OD_600_ = 0.1) at LL25 or LL37 (*n* = 6). **c** Bacterial growth of plants infiltrated with *PmaDG3* (OD_600_ = 0.0001) at LL25 (white bars) or LL37 (black bars) (*n* = 6). **d** Stomatal aperture measured at 1 hpi of *PmaDG3* (OD_600_ = 0.1) at LL25 or LL37 (*n* = 80). **e** Systemic acquired resistance (SAR) assay (*n* = 6). SAR was induced by the primary infection of *Pma avrRpt2* (OD = 0.05). Bacterial growth (left) and disease symptom (right) was recorded with the secondary infection of *Pma*DG3 (OD = 0.0001) at 3 dpi in LD. **f** Seedling growth inhibition assay with 1 µM flg22. The fold difference was calculated as the ratio of water-treated root length/flg22-treated root length of each genotype. Data (left) represent the average of three independent experiments (*n* = 4 per genotype/treatment in each experiment). Pictures of seedlings (right) were from one representative experiment. **g** Quantification (left) and images (right) of callose deposition with flg22 (1 µM) or *Pma hrcC*^−^ (OD_600_ = 0.1) treatment (*n* = 6). Numbers of callose deposits were quantified using ImageJ (version 1.45). H_2_O treatment did not induce callose deposition (not shown). Data represent mean ± SEM. Except **f**, other experiments were repeated two times and similar results were obtained. Statistical analysis was performed with one-way analysis of variance with post hoc Tukey honestly significant difference test. Significant difference between Col-0 and other plants at the same time point and/or with the same treatment was indicated by different letters or by asterisks (one asterisk for *P* < 0.05, two for *P* < 0.01, and three for *P* < 0.001)

Because sprayed *Pma*DG3 gains access to the interior of plant tissue via stomata, we examined whether LUX affects stomata-dependent defense. In LL, Col-0 and *LUX-GFP* plants showed circadian-regulated stomatal aperture, with stomata more open in the morning than at night (Fig. 2d and Supplementary Fig. 2b). Consistent with them being arrhythmic, the *lux* mutants lost this temporal modulation of stomatal activity and kept stomata open at both LL25 and LL37. When being challenged with *Pma*DG3 in LL, Col-0 and *LUX-GFP* plants demonstrated a temporal stomatal response (Fig. 2d and Supplementary Fig. 2b). At LL25, 1 h *Pma*DG3 incubation transiently induced stomatal closure in Col-0 and *LUX-GFP* plants. At LL37, the stomatal aperture of Col-0 and *LUX-GFP* plants did not change within 3 h of exposure to *Pma*DG3. In contrast to Col-0 and *LUX-GFP*, the *lux* mutations disrupted this temporal response of stomata to *Pma*DG3 challenge. At LL25, the stomatal aperture of *lux* incubated for 1 h with *Pma*DG3 was smaller than that of mock-treated *lux* but was still significantly larger than that of *Pma*DG3-infected Col-0. At LL37, stomata of *lux* responded strongly to *Pma*DG3, showing significantly smaller aperture at 1 hpi than those of *lux* at 1 hpi at LL25. Open stomata observed in the *lux* mutants at LL37 could allow *Pma*DG3 to enter and thereby infect plant tissue, making the *lux* plants more susceptible than Col-0. The higher sensitivity of *lux* stomata to acute *Pma*DG3 infection at night than in the morning explains why the *lux* mutants showed more resistance at night than in the morning. Together, our data suggest that LUX regulates temporal defense in both stomata-dependent and stomata-independent pathways.

We further tested whether *LUX* is involved in activating defense signaling. Recognition of a pathogen avirulence effector by its cognate resistance protein in the local infected tissue often results in enhanced and durable resistance in distal uninfected regions, termed systemic acquired resistance (SAR). To test whether *LUX* affects SAR, we infiltrated at ZT1 the fourth to sixth leaves of Col-0, *lux-1*, and *lux-4* plants with *Pma avrRpt2* to activate SAR or with a mock solution as a control. At ZT1 2 dpi, we challenged the plants with a secondary infection of *PmaDG3*. As expected, SAR-activated Col-0 plants showed more resistance to *PmaDG3*, compared with non-SAR-activated Col-0 (Fig. 2e). In contrast, no difference was observed in the *lux* mutants with the initial mock or *Pma avrRpt2* treatment. These results suggest that LUX is necessary for SAR activation.

To test whether *LUX* affects basal defense, we used flg22, a 22 aa peptide from the conserved region of the flagellin protein of *P*. *syringae*, to elicit basal immunity, also known as pathogen-associated molecular pattern-triggered immunity (PTI)^40^. We assayed two physiological changes associated with flg22-PTI, seedling growth inhibition and callose deposition^40,41^. We found that the *lux-1* mutant was less sensitive than Col-0 in flg22-induced seedling growth inhibition and callose deposition (Fig. 2f, g). We further challenged plants with another basal defense inducer, the *Pma hrcC*^*−*^ strain that lacks the type III secretion system to deliver effectors to plant cells^20^. We found that *Pma hrcC*^−^ induced significantly fewer callose deposits in *lux-1* than in Col-0 (Fig. 2g). Together, these data suggest that *LUX* contributes to basal defense in Arabidopsis.

### A role of *LUX* in regulating SA- and JA-mediated defense

To elucidate how *LUX* is mechanistically linked to plant defense, we performed RNA-seq analysis. 

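RNA from 25-day-old plants of 4 genotypes was sequenced at ZT1 and ZT13, 1 and 13 h after light onset. The genotypes were wild-type Col-0, *lux-1* with its early nonsense mutation in *LUX*, *acd6-1* with constitutive defense, and *acd6-1lux-1*. Each of the 8 groups had 3 biological replicates, except *acd6-1* and *acd6-1lux-1* at ZT13 with 2 each, which makes 22 libraries. The authors mapped single reads to the TAIR10 genome and deposited RPKM values, reads per kilobase of transcript scaled to the mapped reads of each library, for 25218 transcripts. The aligner and the counting program are not given in the sources used here. Mapped reads ranged from 10306552 to 16224975 per library, with a median of 13328471. For the values below, 1 was added to each RPKM value before taking log2, as the methods of the paper do for its dendrogram. All 22 libraries were fitted in 1 model by limma with a trended variance, over the 21666 genes whose mean RPKM exceeded 0.3 in at least 1 group. Adjusted p values are those of limma after Benjamini-Hochberg adjustment, and fold changes are differences of log2(RPKM + 1), which are smaller than ratios of RPKM for weakly expressed genes. A gene of a comparison was counted as changed at an adjusted p under 0.1 and a log2 fold change beyond 1 in size, and a named gene or a member of a gene list passed at an adjusted p under 0.1. In simulated data for *lux-1* against Col-0 at ZT1, 88.1% of the genes given a log2 change of 1.5 and 97% of those given 2 were recovered, and 3 unchanged genes were called among 21875 tested. For *acd6-1lux-1* against *acd6-1* at ZT13 these shares were 79.1% and 92.5%, with 18 unchanged genes called among 21903. The genes given a change had a mean above 1 RPKM in the reference group, and each gene was simulated independently. More weakly expressed genes and deviations of whole libraries are not covered by these numbers.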

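*LUX* encodes an evening-phased transcription factor of the GARP family, and its own transcript was read first in every library. At ZT13 it lay between 71.4 and 81.0 RPKM in the 3 *lux-1* libraries and between 6.11 and 6.84 RPKM in the 3 Col-0 libraries, a log2 fold change of 3.38 (standard error 0.18, adjusted p = 1.1e-09). The 2 *acd6-1lux-1* libraries at ZT13 had 65.3 and 70.8 RPKM and the 2 *acd6-1* libraries 6.10 and 8.17 RPKM, a log2 fold change of 3.10 (standard error 0.21, adjusted p = 1.1e-07). At ZT1 the *LUX* transcript was 5.70 ± 1.58 RPKM (SD, n = 3) in *lux-1* and 3.13 ± 0.605 RPKM in Col-0, a log2 fold change of 0.68 (standard error 0.18, adjusted p = 0.017) that no longer passes without *lux-1* ZT1 replicate 1. It was 7.01 ± 0.713 RPKM in *acd6-1lux-1* and 3.04 ± 1.05 RPKM in *acd6-1* at ZT1, a log2 fold change of 1.02 (standard error 0.18, adjusted p = 0.00047). The *lux-1* allele is a point mutation, so a loss of reads was not used as the check of the labels. *ACD6*, a regulator of SA signaling with a gain-of-function allele in *acd6-1*, had 398 ± 26.6 RPKM (SD, n = 3) in *acd6-1* and 164 ± 32.3 RPKM in Col-0 at ZT1, a log2 fold change of 1.29 (adjusted p = 1.8e-05). At ZT13 *ACD6* went the other way, with 261 ± 43.8 RPKM (SD, n = 2) in *acd6-1* and 371 ± 62.6 RPKM (SD, n = 3) in Col-0 (log2 fold change -0.50, adjusted p = 0.075). No library went against its genotype label in *LUX* at ZT13.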

We generated transcriptome profiles of Col-0, *lux-1*, *acd6-1*, and *acd6-1lux-1* at both ZT1 and ZT13 with the goal of identifying potential LUX target genes. 

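Of the 22 libraries, 21 had between 79.84% and 81.59% of their reads mapped. The third replicate of *acd6-1lux-1* at ZT1 stood apart with 60.51%, and the mean was 79.85% with it and 80.77% without it. Chloroplast transcripts also took a larger share in this library, 0.661% of mapped reads, against 0.013% to 0.024% in the others. The chloroplast gene ATCG00210 had 32.3 RPKM in it, 0.786 and 0.817 RPKM in the other *acd6-1lux-1* libraries at ZT1, and at most 2.44 RPKM in any other library. *LUX* in this library, 6.29 RPKM, lay above each *acd6-1* library at ZT1, whose highest value was 4.21 RPKM.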

After removing low-quality reads, an average of 79.8% of filtered reads were mapped to the genome sequence of Arabidopsis (Supplementary Fig. 3a). 

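Replicates of Col-0 at ZT1 had Pearson correlations between 0.9927 and 0.9933 across genes, and those of *acd6-1* at ZT1 between 0.9908 and 0.9933. The lowest values within a group were in *acd6-1lux-1* at ZT1, 0.964 to 0.986, and in *lux-1* at ZT13, 0.982 to 0.989. *PR1*, the SA marker gene, varied in both of these groups, from 1156 to 3602 RPKM among the 3 *acd6-1lux-1* libraries at ZT1 and from 134.5 to 975.7 RPKM among the 3 *lux-1* libraries at ZT13. In a tree of 1 minus the correlation with complete linkage, the replicates of 6 of the 8 groups formed a branch of their own. The exceptions were *acd6-1lux-1* at ZT1 and *lux-1* at ZT13. With average linkage 7 groups formed a branch, with *lux-1* at ZT13 as the exception, and with 0.1 in place of 1 added to RPKM 7 did, with *acd6-1lux-1* at ZT1 as the exception. Libraries that differed only in the *LUX* allele correlated at 0.953 to 0.987, which overlaps the range within groups. These correlations are across genes, which are not independent replicates.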

Correlation dendrogram analysis indicated that all biological replicates of each sample clustered together. Expression profiles of the samples separated into two major groups based on *acd6-1* or Col-0 background (Supplementary Fig. 3b). 

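Col-0 and *lux-1* libraries at ZT1 had a mean correlation of 0.914 with *acd6-1* and *acd6-1lux-1* libraries at ZT1, and of 0.936 with Col-0 and *lux-1* libraries at ZT13. At ZT13 the mean correlation between the Col-0 and the *acd6-1* background was 0.946, and between ZT1 and ZT13 within the *acd6-1* background it was 0.941. The first division of the tree placed the 6 Col-0 and *lux-1* libraries of ZT1 on 1 side and the other 16 libraries on the other, so that 72.7% of the libraries lay on the side of their background. With 0.1 added to RPKM in place of 1, which gives weakly expressed genes more weight, the first division followed the background for 100% of the libraries. Leaving the low values in, a stricter filter, average linkage and Spearman correlations gave 72.7% again. The paper's text does not name the linkage.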

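*CCA1* and *LHY*, the morning-phased MYB genes of the central loop, were 6.97 and 6.65 lower on the log2 scale at ZT13 than at ZT1 in Col-0 (log2 fold changes -6.97 and -6.65, adjusted p = 6.4e-15 and 3.9e-18). *GRP7*, a clock-controlled RNA-binding protein gene, rose by 4.26 on the log2 scale (standard error 0.22, adjusted p = 3.5e-11). Of 19 photosynthesis genes listed before the data were examined, 15 were lower at ZT13, among them *LHCB2.1* with a log2 fold change of -7.83 and *LHCB3* with -4.77, and none was higher by limma, at an unadjusted p under 0.05 either. *LHCB* genes are close paralogs that may share reads. Across all genes, 2036 were higher and 809 lower at ZT13 in Col-0, while the median of all genes rose by 0.24. With median-of-ratios scaling the median was 0.02 and the split 1173 higher and 1292 lower, and with quantile normalization 1173 and 1256. The 4 sets of background and time each formed a branch of the tree under each of the 6 settings tried. Within the sets, the *LUX* genotype separated cleanly in those where both genotypes formed branches, Col-0 from *lux-1* at ZT1 and *acd6-1* from *acd6-1lux-1* at ZT13.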

In each group, the expression profile further clustered by time followed by the *LUX* genotype. These observations suggest that defense activation by *acd6-1* influences the global transcriptomic profile more profoundly than either time of day or the circadian clock gene *LUX*.

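Of 24 PTI genes listed before the data were examined, all 24 were higher in *acd6-1* than in Col-0 at ZT1 and 23 at ZT13, none of them lower. *MPK11*, a kinase of the flagellin response, rose by 5.22 on the log2 scale at ZT1 (standard error 0.26, adjusted p = 9.4e-11). Of 32 genes of SA biosynthesis and signaling, 30 were higher and 2 lower at ZT1, and 30 higher and 1 lower at ZT13. The regulator *SARD1* rose by 4.74 and *PR1* by 7.65 at ZT1 (adjusted p = 4.9e-11 and 2.1e-08). All 19 photosynthesis genes were lower in *acd6-1* at both times, with *LHCB3* at -1.43 at ZT1 (adjusted p = 5e-09). In all, *acd6-1* changed 4013 genes at ZT1, 2888 higher and 1125 lower, or 2366 and 1816 with quantile normalization. At ZT13 it changed 2583, 1677 higher and 906 lower. The mean effect of *lux-1* over both backgrounds and times changed 137 genes, 80 higher and 57 lower. Of the variance over all genes tested, background took 38.4% (standard error 4.6 by leaving out libraries), time of day 33% (3.3) and the *LUX* allele 4.4% (1.1). From the clustering of the samples, the paper proposes that activated defense in *acd6-1* shapes the transcriptome more than the time of day or *LUX* does.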

To identify *LUX*-affected genes, we compared four groups: (a) Col-0 vs. *lux-1* at ZT1; (b) Col-0 vs. *lux-1* at ZT13; (c) *acd6-1* vs. *acd6-1lux-1* at ZT1; and (d) *acd6-1* vs. *acd6-1lux-1* at ZT13. 

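In group a, the largest rises in *lux-1* among genes whose libraries did not overlap included AT5G37940 (log2 fold change 4.46, standard error 0.74, adjusted p = 0.00064), *THI2.1*, a JA-inducible thionin (4.22, standard error 0.78, adjusted p = 0.0016), and the wax biosynthesis genes *CYP96A15* (3.84) and *CER4* (2.98). The largest falls were AT4G20480, from 46.6 ± 2.13 to 0.137 ± 0.158 RPKM (SD, n = 3 each; log2 fold change -5.40, adjusted p = 1.1e-16), and the stress-inducible transcription factor genes *RRTF1* (-4.66) and *ORA47* (-4.36). In group b, *LUX* itself rose, as did *EXL4*, a pollen coat lipase gene (log2 fold change 3.08), while *GRP19*, *ATA27* and AT1G66850 were listed at 0 in all Col-0 libraries and at means up to 17.6 RPKM in *lux-1*. AT4G20480 fell by 4.90 in group b, AT4G19500 by 3.84 and the cold-response gene *COR15A* by 2.21. AT4G24420 was listed at 0 in Col-0 at both times and had 6.45 RPKM at ZT1 and 9.27 RPKM at ZT13 in *lux-1*. AT4G20480, AT4G19500 and AT4G24420 lie in a stretch of chromosome 4 in which 13 genes changed in the same direction at both times in *lux-1* against Col-0. In group c, *GRP7* rose by 3.43 and the auxin-response gene *SAUR68* by 2.31, and *RRTF1* fell by 3.76 and *ERF13* by 2.75 (adjusted p = 1.1e-07, 7.6e-06, 5e-06 and 1.5e-06). ATCG00210 was also among the largest rises of group c, at 2.25, but mainly through the third *acd6-1lux-1* replicate, which holds more chloroplast reads. In group d, *CYP96A15* rose by 4.56, the B-box gene *STO* by 3.19 and *LHCB2.1* by 2.98, and the orphan gene *QQS* fell by 2.36 (adjusted p = 0.0038, 4.9e-11, 3.7e-09 and 0.0014).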

Table 1 shows that the number of genes affected by *lux-1* was generally higher in the day (groups a and c) than at night (groups b and d). 

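The stress-inducible genes *RRTF1* and *ORA47* illustrate the difference between day and night. A list of 6 touch and wound genes also fell at ZT1, with mean changes of -2.22, 0.34, -1.47 and 0.04 in groups a to d. Handling or order of harvest that differed between genotypes at ZT1 cannot be told apart from an effect of *lux-1* on that list. The design leaves this open for *RRTF1*, *ORA47* and other stress-inducible genes that fell at ZT1 as well. *ORA47* had 201 ± 33.5 RPKM in Col-0 and 8.93 ± 2.40 RPKM in *lux-1* at ZT1 (SD, n = 3 each), and 250 ± 62.9 and 260 ± 13.7 RPKM at ZT13. Its effect differed between times by -4.45 on the log2 scale (adjusted p = 1.6e-07), and that of *RRTF1* by -5.26 (adjusted p = 5.8e-06). Both genes also differed between times in the *acd6-1* background, by -2.16 and -3.51 (adjusted p = 0.0024 and 0.0027). In all, *lux-1* changed 508 genes in group a and 195 in group b, and *acd6-1lux-1* changed 913 in group c and 131 in group d. Without the third *acd6-1lux-1* replicate at ZT1, which had fewer mapped reads, group c held 1213 genes. Of the changed genes, 498 in group a, 186 in b, 874 in c and 131 in d had no overlap between their libraries, which chance gives for 10% of genes in a to c and 33.3% in d. Calling favors such genes, and over all tested genes the shares were 33.8%, 19.1%, 36.9% and 41.4% in a to d. A test of the difference between ZT1 and ZT13 passed for 2848 genes in the Col-0 background and 1481 in the *acd6-1* background. The former was 1762 with median-of-ratios scaling, 1548 with limma voom, 1664 with edgeR and 1878 with DESeq2, and the latter 583 with the libraries compared alone. The former was 1881 without Col-0 ZT1 replicate 2 and 1799 without Col-0 ZT13 replicate 1. The latter was 941 without *acd6-1* ZT1 replicate 2, 2528 without *acd6-1lux-1* ZT1 replicate 3, 875 without *acd6-1* ZT13 replicate 1, and 832 and 828 without the first and the other *acd6-1lux-1* replicate at ZT13. Group d, with 2 replicates per genotype, draws its test on the spread of all 22 libraries. With its own 4 libraries alone limma called 0 genes, 2200 at an unadjusted p under 0.05, while count-based tests on recovered reads called 124 (limma voom), 127 (edgeR), 154 (DESeq2) and 193 (DESeq2 on those 4 libraries).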

There were more downregulated genes in the morning (groups a and c) and more upregulated genes in the evening (groups b and d). 

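At ZT13 *LHCB2.1*, a light-harvesting gene, had 20.6 ± 1.07 RPKM in Col-0 and 82.3 ± 6.93 RPKM in *lux-1* (SD, n = 3 each), and 8.70 ± 2.84 and 74.4 ± 10.2 RPKM in *acd6-1* and *acd6-1lux-1* (SD, n = 2 each). *STO*, a regulator of light signaling, rose from 13.9 ± 1.20 to 85.2 ± 3.54 RPKM in *lux-1* (log2 fold change 2.54, adjusted p = 1.5e-11). Of the 99 genes higher in group d, 50 were among the genes higher at ZT1 than at ZT13 in Col-0, against 3.7 expected for independent lists. In the morning, *ZAT10*, a zinc-finger gene induced by stress, fell from 254 ± 27.7 to 34.7 ± 4.42 RPKM in *lux-1* (log2 fold change -2.84, adjusted p = 1.3e-09). *ZAT10* belongs to the touch and wound list, whose fall cannot be told apart from handling that differed between genotypes. Group a held 259 higher and 249 lower genes, group b 148 and 47, group c 359 and 554, and group d 99 and 32. With median-of-ratios scaling the split was 207 and 292 in group a and 260 and 701 in group c, and with quantile normalization 208 and 296, and 265 and 633. The direction in group a thus depended on the scaling of the libraries, and it also turned without Col-0 ZT1 replicate 2 (184 and 255) or *lux-1* ZT1 replicate 1 (172 and 294). Group d turned to 71 higher and 116 lower genes without *acd6-1* ZT13 replicate 2, and its lower genes were 20 without replicate 1 and 15 without *acd6-1lux-1* ZT13 replicate 1. Groups b and c kept their direction under these scalings and without any single library, with 229 higher in b without *lux-1* ZT13 replicate 1. With no fold criterion the balance of group c turned, with 4935 of 7297 genes higher.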

Under non-defense activation conditions (the Col-0 background; groups a and b), there were 790 genes differentially affected by *lux-1* at ZT1 and ZT13, less than the number of genes (1180) affected under defense activation conditions (the *acd6-1* background; groups c and d) (Supplementary Fig. 4a, b). 

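*PR2*, an SA-responsive gene for a glucanase, showed how the background mattered. At ZT1 it rose from 27.4 ± 10.0 RPKM in Col-0 to 84.9 ± 9.49 RPKM in *lux-1* (SD, n = 3 each; log2 fold change 1.66, adjusted p = 0.00068), with 1316 ± 107 RPKM in *acd6-1* and 983 ± 295 RPKM in *acd6-1lux-1* (log2 fold change -0.47, adjusted p = 0.23). The effects differed by -2.13 (adjusted p = 0.0056). *WRKY53*, a regulator of senescence and defense, fell by 1.26 in the *acd6-1* background and had a log2 fold change of -0.13 in Col-0 at ZT1, a difference of -1.13 (adjusted p = 0.017). *WRKY53* lies in the stretch of chromosome 4 with neighboring changes in *lux-1*. In the Col-0 background 666 genes changed in group a or b, and in the *acd6-1* background 1016 in c or d. A test of the difference between backgrounds passed for 3474 genes at ZT1, 1657 with the larger value in *acd6-1lux-1* against *acd6-1* and 1817 with the smaller. This balance turned without *acd6-1lux-1* ZT1 replicate 3 (3004 and 2157), with quantile normalization (1851 and 1648), limma voom (1796 and 1362) and edgeR (1914 and 1478), and was near even with the libraries compared alone (1295 and 1281). The total was 1711 without Col-0 ZT1 replicate 2, 1900 without *lux-1* ZT1 replicate 1, 1785 without *acd6-1* ZT1 replicate 3 and 1614 without *acd6-1lux-1* ZT1 replicate 2. At ZT13 it passed for 127 genes, 74 and 53, or 28 and 47 with median-of-ratios scaling. That number was between 24 without *acd6-1lux-1* ZT13 replicate 1 and 334 without *lux-1* ZT13 replicate 1. It was 62 and 33 without Col-0 ZT13 replicates 1 and 3, 49 without *lux-1* ZT13 replicate 2, 68 and 209 without *acd6-1* ZT13 replicates 1 and 2, and 79 without *acd6-1lux-1* ZT13 replicate 2.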

A total of 1618 genes was found to be differentially affected by *lux-1* in at least one of the comparison groups (Table 1 and Supplementary Fig. 4c). 

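Only 5 genes changed in all 4 groups, each of them higher with *lux-1*. They were the wax genes *CYP96A15* and *CER4*, AT1G03710, AT5G37940 and AT5G38000, of which AT1G03710 and AT5G38000 are named after their values were seen. *CER4*, a fatty acyl reductase of cuticular wax, went from 0.133 ± 0.143 to 4.05 ± 2.55 RPKM at ZT13 in *lux-1* (SD, n = 3 each), and from 0.575 ± 0.324 to 10.7 ± 1.71 RPKM in *acd6-1lux-1* (SD, n = 2 each). AT1G03710 had log2 fold changes of 1.62, 1.86, 1.59 and 1.74 in groups a to d. Across the 4 groups 1360 genes changed, 997 of them in exactly 1 group. Of the 249 genes lower in group a, 171 were also lower in group c, against 6.4 expected for independent lists, and of the 259 higher ones 78 were also higher in group c, against 4.3. Groups b and d shared 53 higher genes, against 0.7 expected, and 1 lower gene. Groups a and b shared 21 higher and 14 lower genes. In 20 genes the direction was opposite in a pair of groups. No libraries are shared between these 4 groups.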

Gene Ontology (GO) analysis of the *LUX-*affected genes revealed an enrichment of genes responding to abiotic and biotic stimuli in each comparison group and in all four groups combined, compared with the genome-wide gene expression profile (Table 1).

**Table 1:** Biotic and abiotic stress-related genes are preferentially regulated by LUX

	Differentially expressed >2×	Upregulated	Downregulated	Response to abiotic and biotic stimuli
Col-0 vs. *lux-1* ZT1 (a)	661	285	376	13.0%
Col-0 vs. *lux-1* ZT13 (b)	170	127	43	17.4%
*acd6-1* vs. *acd6-1lux-1* ZT1 (c)	1068	311	757	12.7%
*acd6-1* vs. *acd6-1lux-1* ZT13 (d)	143	100	43	15.6%
a + b + c + d	1618	—	—	11.1%
Whole genome genes	—	—	—	5.4%

The number of genes whose expression was affected in *lux-1* relative to Col-0 more than two-fold is listed for each comparison group. Gene Ontology annotations were used to assign genes into functional groups^72^

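Among the genes changed in any of the 4 comparisons, *FT*, *LUX*, *CO*, *FLC*, *PRR3* and *PRR5* fell into a cluster of low expression. *ICS1*, *PBS3*, *NPR3*, *WRKY22*, *JAZ7*, *JAZ8*, *GI*, *PRR7* and *PIF4* fell into a cluster of intermediate expression. *MPK3*, *WRKY33*, *JAZ1*, *JAZ5*, *VSP1*, *VSP2*, *PR2* and *GRP7* fell into a cluster of high expression. The mean log2(RPKM + 1) values of the 8 groups were clustered by Euclidean distance and complete linkage, the defaults of heatmap.2, and the tree was divided in 3. The clusters held 523, 598 and 239 of the 1360 genes, or 38.5%, 44% and 17.6%. With average linkage they held 1216, 3 and 141 genes, the 3 being light-harvesting genes with *LHCB2.1* and *LHCB2.2* among them. A division in 4 splits 20 genes off the cluster of high expression, among them 11 *LHCA* and *LHCB* genes of the photosynthesis list.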

Cluster analysis of the 1618 *LUX*-affected genes revealed three major groups (Fig. 3a). Expression of many genes in group II was relatively low in all four genotypes, compared with expression in groups I and III. 

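*FT*, the florigen gene of the low cluster, had 0.143 ± 0.00506 RPKM at ZT1 and 3.72 ± 0.697 RPKM at ZT13 in Col-0 (SD, n = 3 each). *PRR5*, a pseudo-response regulator of the clock, had 0.438 ± 0.139 and 2.85 ± 0.438 RPKM. The median over genes of the mean RPKM was 3.08 in the low cluster, 28.8 in the intermediate cluster and 169 in the high cluster. In Col-0 at ZT1 the median of the low cluster was 1.45 RPKM and in *acd6-1* at ZT1 2.31 RPKM. These values follow from clustering on expression levels, which sorts genes mainly by abundance.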

Some genes in group II showed greater expression in *lux-1*, consistent with the known role of LUX as a transcriptional repressor. 

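*HFR1*, a basic helix-loop-helix gene of shade and light signaling in the low cluster, went from 1.48 ± 0.767 to 3.86 ± 0.897 RPKM at ZT1 in *lux-1* (SD, n = 3 each; log2 fold change 1.00, adjusted p = 0.0063). *PRR3*, a clock gene of the same cluster, rose by 1.59 in group a, 0.90 in b, 1.76 in c and 1.06 in d on the log2 scale (adjusted p = 2.2e-07, 0.00056, 2.2e-07 and 0.0017). Of the 523 genes in the low cluster, 309 were higher with *lux-1* in at least 1 group and 220 were lower. By group, 109 were higher and 33 lower in a, 94 and 14 in b, 159 and 167 in c, and 44 and 26 in d. The genes were placed in the cluster because they changed in at least 1 group, so each one counts at least once.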

Most genes in group I were highly induced in *acd6-1*. 

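*ICS1*, which makes the SA precursor isochorismate, went from 10.5 ± 1.02 RPKM in Col-0 to 234 ± 42.1 RPKM in *acd6-1* at ZT1 (SD, n = 3 each; log2 fold change 4.35, adjusted p = 9.8e-11). *WRKY33*, a regulator of camalexin synthesis in the high cluster, rose by 2.55 (adjusted p = 4.8e-08). In the intermediate cluster, 315 of 598 genes were higher in *acd6-1* than in Col-0 at ZT1 and 69 were lower, and at ZT13 258 were higher and 59 lower. In the high cluster of 239 genes, 90 were higher and 59 lower at ZT1, and 69 and 49 at ZT13. In the low cluster of 523 genes, 176 were higher and 75 lower at ZT1, and 140 and 42 at ZT13. The clusters of intermediate and high expression are not matched one to one with the groups I and III of Fig. 3a, whose members the paper's text does not list.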

Expression of most group I and III genes was suppressed by *lux-1*, especially at ZT1 and/or in the *acd6-1* background, suggesting that LUX can also positively affect gene expression via direct or indirect means. 

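*WRKY46*, an SA-responsive transcription factor gene, fell in *lux-1* at ZT1 from 51.0 ± 7.84 to 19.9 ± 7.65 RPKM and from 777 ± 159 RPKM in *acd6-1* to 246 ± 86.5 RPKM in *acd6-1lux-1* (SD, n = 3 each). The log2 fold changes were -1.37 in group a and -1.69 in group c (adjusted p = 0.0025 and 0.00021). At ZT13 they were 0.78 and 0.09 (adjusted p = 0.16 and 0.97), and the effect differed between times in both backgrounds (adjusted p = 0.0016 and 0.021). In the intermediate cluster 134 genes were lower and 103 higher in group a, 27 and 42 in b, 298 and 132 in c, and 5 and 32 in d. In the high cluster 82 were lower and 47 higher in a, 6 and 12 in b, 89 and 68 in c, and 1 and 23 in d. Over all 4 groups, 354 of 598 genes of the intermediate cluster and 110 of 239 of the high cluster were lower at least once, and 258 and 129 higher at least once. Of the 554 genes lower in group c, 387 were among the genes higher in *acd6-1* than in Col-0 at ZT13, a contrast with no shared libraries, against 42.9 expected for independent lists. Of the 249 lower in group a, 105 were among them, against 19.3. The paper proposes from the lower expression in *lux-1* that LUX can also raise the expression of genes, directly or indirectly.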

GO analysis revealed that groups I and III were more enriched than group II in genes responding to abiotic and biotic stimuli (Fig. 3a). 

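*WRKY53*, *MPK3*, *WRKY22* and *WRKY46* were among the PTI and SA genes that fell in *acd6-1lux-1* at ZT1, while *FLS2*, the flagellin receptor, rose from 5.69 ± 0.649 to 12.6 ± 2.61 RPKM (SD, n = 3 each; log2 fold change 1.01, adjusted p = 0.00011). Of the 24 PTI genes, 12 were lower, 1 was higher and 11 did not pass in group c, and the numbers adjusted over the list alone were the same. In group a 6 were lower, 3 higher and 15 did not pass (6 and 6 adjusted over the list alone, and 5 higher over all genes without *lux-1* ZT1 replicate 3). Of the 32 SA genes, 14 were lower in group c, among them *NPR3* and *SARD1*, the latter by -0.91 (standard error 0.22, adjusted p = 0.0063), 1 was higher and 17 did not pass (15 and 1 adjusted over the list alone). The lower genes were 9 without *acd6-1* ZT1 replicate 3 and 7 without *acd6-1lux-1* ZT1 replicate 2. In group a 5 SA genes were lower, 6 higher, *PR2* and *PR5* among them, and 21 did not pass (5 and 10 adjusted over the list alone). The 6 were 3 without Col-0 ZT1 replicate 2 or *lux-1* ZT1 replicate 1, and 12 without *lux-1* ZT1 replicate 3. By camera with a preset correlation of 0.01, both lists were lower than other genes in group c (adjusted p = 3e-06 for PTI and 3.5e-06 for SA). These calls do not hold with a correlation estimated from the data, adjusted p = 0.35 and 0.47 with an estimated correlation. In group a neither list passed (adjusted p = 0.13 and 0.97).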

Among the stress-related genes, expression of several PTI and SA genes was downregulated in *lux-1*. Examples of these genes include PTI signaling genes, such as *MPK3*, *WRKY22*, and *WRKY33*, and SA-associated genes, such as the major SA biosynthesis gene *ICS1*, the SA regulatory genes *EDS1*, *PAD4*, and *PBS3/WIN3/GDG12*, the SA receptors *NPR1* and *NPR3*, and the SA marker gene *PR1*. 

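*MPK3*, a kinase of PTI signaling, had 466 ± 87.3 RPKM in *acd6-1* and 228 ± 43.2 RPKM in *acd6-1lux-1* at ZT1, and 79.3 ± 14.2 RPKM in Col-0 and 52.3 ± 3.63 RPKM in *lux-1* (SD, n = 3 each). Its log2 fold change was -1.02 in group c (standard error 0.15, adjusted p = 0.00011) and -0.58 in group a (standard error 0.15, adjusted p = 0.018). *WRKY22* and *WRKY33*, transcription factor genes downstream of such kinases, fell by 1.24 and 1.53 in group c and by 0.88 and 1.59 in group a (adjusted p = 0.00012, 0.00016, 0.0042 and 2e-04). As for the touch and wound list, handling that differed between genotypes at ZT1 cannot be told apart from an effect of *lux-1* on these 2 genes. *ICS1* fell by 1.01 in group c (standard error 0.22, adjusted p = 0.0031) and *PBS3*, which conjugates the SA precursor, by 1.12 (standard error 0.28, adjusted p = 0.0086). In Col-0 both had values near those of *lux-1* at ZT1, with log2 fold changes of -0.01 and 0.34 (adjusted p = 0.99 and 0.5). *NPR3*, an SA receptor, fell by 1.11 in group c and by 0.91 in group a (adjusted p = 0.00093 and 0.008). The other receptor, *NPR1*, fell by 0.32 in group c (adjusted p = 0.016) and *EDS1*, a lipase-like regulator of SA signaling, by 0.46 (adjusted p = 0.033). The call of *NPR1* is lost without *acd6-1lux-1* ZT1 replicate 2, and that of *EDS1* without the same replicate or *acd6-1* ZT1 replicate 2 or 3. *PAD4*, the partner of *EDS1*, went from 10.3 ± 1.43 to 16.8 ± 1.59 RPKM in *lux-1* (log2 fold change 0.66, adjusted p = 0.0085) and from 192 ± 30.3 to 126 ± 25.7 RPKM in *acd6-1lux-1* (log2 fold change -0.62, adjusted p = 0.0064). *PR1* had 5574 ± 427 RPKM in *acd6-1* and 2638 ± 1303 RPKM in *acd6-1lux-1*, a log2 fold change of -1.24 that did not pass (standard error 0.65, adjusted p = 0.17). It passed in group c with quantile normalization and in DESeq2 on the libraries of the comparison alone, with adjusted p between 0.094 and 0.55 over all settings set before the data were examined. *PR1* was 1.00 higher in group a, which also did not pass (adjusted p = 0.35) except without *lux-1* ZT1 replicate 3.

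**Figure D1:**
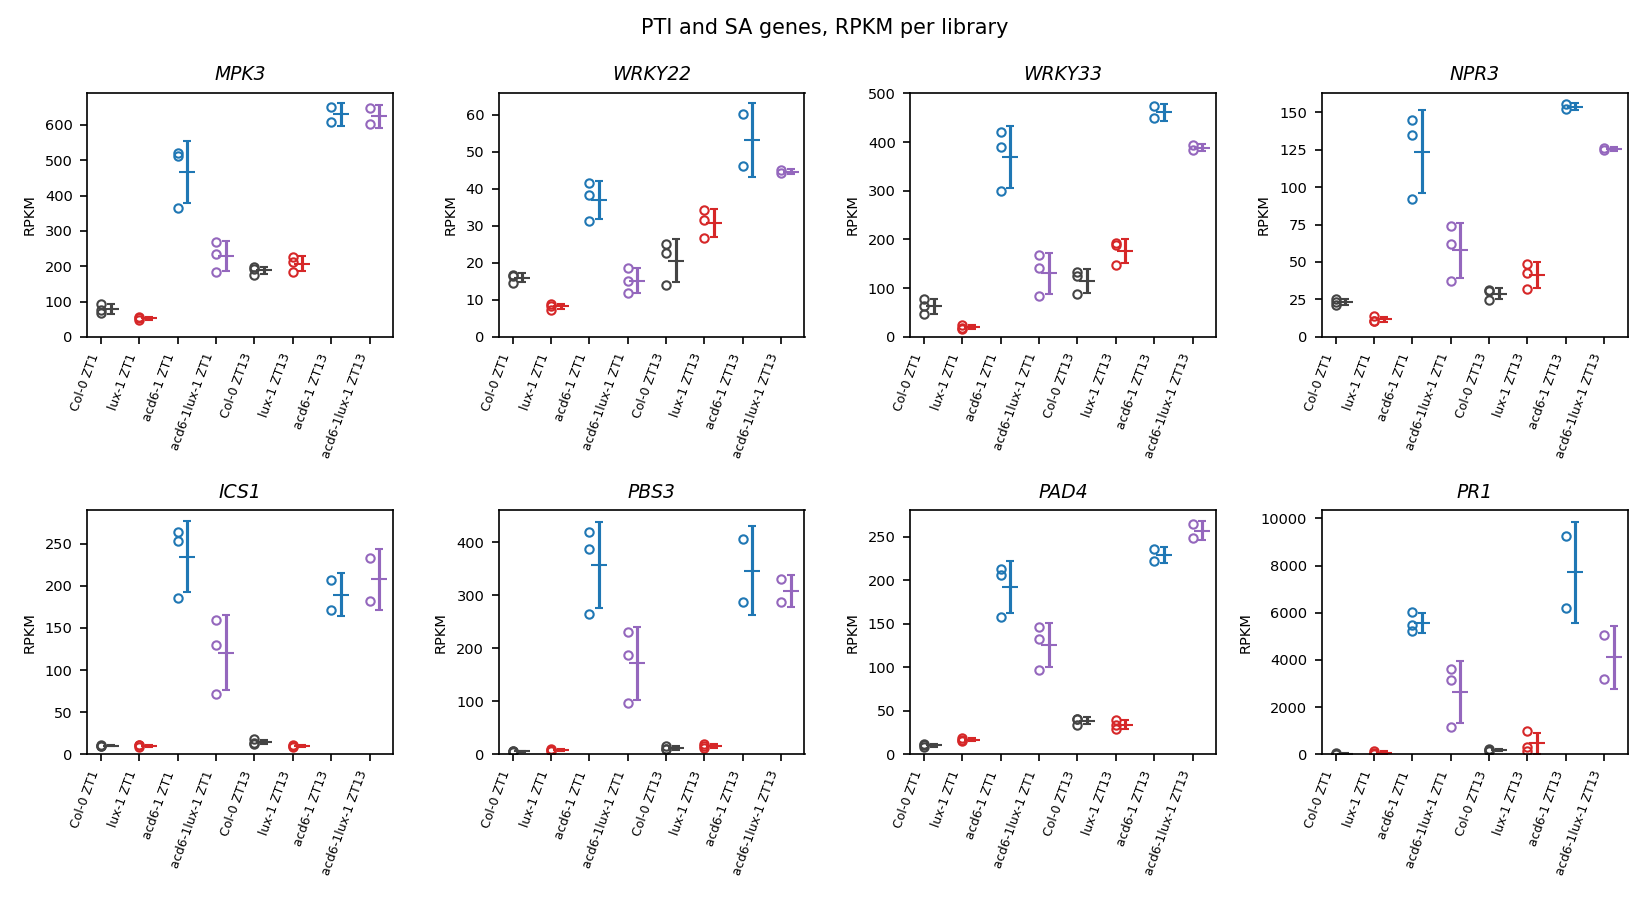
RPKM (y axes, from 0) of 8 PTI and SA genes in Col-0, *lux-1*, *acd6-1* and *acd6-1lux-1* at ZT1 and ZT13, with open circles for libraries and bars for the mean ± SD. *MPK3* at ZT1 falls from 466 RPKM in *acd6-1* to 228 RPKM in *acd6-1lux-1*, and *PR1* in *acd6-1lux-1* at ZT1 spreads from 1156 to 3602 RPKM.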

Quantitative reverse transcriptase–PCR (qRT-PCR) analysis confirmed expression of some of these genes (Supplementary Fig. 5). Together, these data support a positive role of *LUX* in regulating both PTI- and SA-mediated defense. 

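*MPK3* had 629 ± 31.6 RPKM in *acd6-1* and 624 ± 31.8 RPKM in *acd6-1lux-1* at ZT13 (SD, n = 2 each), and its effect in this background differed between ZT1 and ZT13 by -1.01 (adjusted p = 0.02). For *ICS1* that difference was -1.14 (adjusted p = 0.079) and for *EDS1* -0.74 (adjusted p = 0.092), while for *PBS3* and *NPR3* it did not pass (adjusted p = 0.28 and 0.19). Between backgrounds at ZT1 the effect differed for *PBS3* by -1.46, for *NPR1* by -0.55 and for *EDS1* by -0.63 (adjusted p = 0.036, 0.02 and 0.071), and not for *MPK3*, *WRKY22* or *WRKY33* (adjusted p = 0.19, 0.4 and 0.93). In group d none of the 24 PTI or 32 SA genes passed by limma, with 2 and 1 lower at an unadjusted p under 0.05 and at most 1 and 3 lower by the count-based tools. Camera placed both lists below other genes there (adjusted p = 0.018 and 0.026), and adjusted p = 0.65 and 0.73 with an estimated correlation. In group b 1 gene of each list was lower and none higher over all genes, with up to 6 PTI and 4 SA genes higher by the count-based tools, and 6 and 3 at an unadjusted p under 0.05. Without Col-0 ZT13 replicate 3 a PTI gene, *WRKY22*, was higher, and without *lux-1* ZT13 replicate 1 an SA gene. *WRKY22* was also higher with the replicate number added to the model as a block, in either numbering. Adjusted over the list alone, 4 PTI genes were higher and 1 lower in group b, and no SA gene passed. The single lower calls were *RLP23*, a receptor-like protein gene (log2 fold change -1.06, adjusted p = 0.064), and *DMR6*, an SA hydroxylase gene (-0.68, adjusted p = 0.093). The call of *RLP23* is lost without Col-0 ZT13 replicate 1 or 3 or *lux-1* ZT13 replicate 1 or 3, and that of *DMR6* without any of 5 of the 6 libraries of the comparison. For PTI genes, camera gave an adjusted p of 0.0048 toward higher values in group b, and adjusted p = 0.59 with an estimated correlation. From the lower expression of PTI and SA genes in *lux-1*, with qRT-PCR of some of them, the paper proposes a positive role of LUX in both kinds of defense.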

We also noticed altered expression of a number of genes related to JA signaling in *lux-1*, including several JA regulatory genes (e.g., *JAZ1*, *JAZ5*, *JAZ7*, and *JAZ8*) and JA marker genes (e.g., *PDF1;2*, *VSP1*, and *VSP2*) (Fig. 3a and Supplementary Fig. 5). These observations support a role of *LUX* in regulating JA signaling.

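*JAZ1*, a repressor of JA signaling, had 247 ± 34.9 RPKM in Col-0 and 102 ± 36.1 RPKM in *lux-1* at ZT1, and 503 ± 102 RPKM in *acd6-1* and 191 ± 33.3 RPKM in *acd6-1lux-1* (SD, n = 3 each). The log2 fold changes were -1.31 in group a (adjusted p = 0.00021) and -1.39 in group c (adjusted p = 7.4e-05). *JAZ7* and *JAZ8* fell by 1.72 and 1.42 in group a and by 1.96 and 1.77 in group c (adjusted p = 0.00053, 0.0091, 9.4e-05 and 0.00092), the call of *JAZ8* in a being lost with the libraries compared alone. *JAZ5* fell by 1.47 in group c (adjusted p = 0.00019), with a log2 fold change of -0.44 in group a (adjusted p = 0.23, passing without *lux-1* ZT1 replicate 1 or in DESeq2 on those libraries alone), and its effects differed between backgrounds (adjusted p = 0.057). None of the 4 passed at ZT13 by limma, though all 4 passed in group b in DESeq2 on its libraries alone, and their log2 fold changes ran from 0.43 to 0.78 in group b and from -0.43 to -0.31 in group d. The marker genes went the other way in Col-0. *VSP1*, a storage protein gene induced by JA, rose from 112 ± 43.4 to 959 ± 325 RPKM in *lux-1* at ZT1 (log2 fold change 3.11, standard error 0.67, adjusted p = 0.0057). *VSP2*, its close paralog, rose by 1.68 (adjusted p = 0.044), a call lost without Col-0 ZT1 replicate 2 or *lux-1* ZT1 replicate 1. *PDF1.2*, a defensin gene with near-identical copies, rose from 7.14 ± 6.83 to 34.2 ± 16.2 RPKM (log2 fold change 2.34, adjusted p = 0.014, and 0.19 with limma voom). In group c the log2 fold changes of *VSP1*, *VSP2* and *PDF1.2* were 0.14, 0.14 and 0.57, none of which passed. The difference between backgrounds passed for *VSP1* (-2.97, adjusted p = 0.061) and not for *VSP2* or *PDF1.2* (adjusted p = 0.19 and 0.18).

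**Figure D2:**
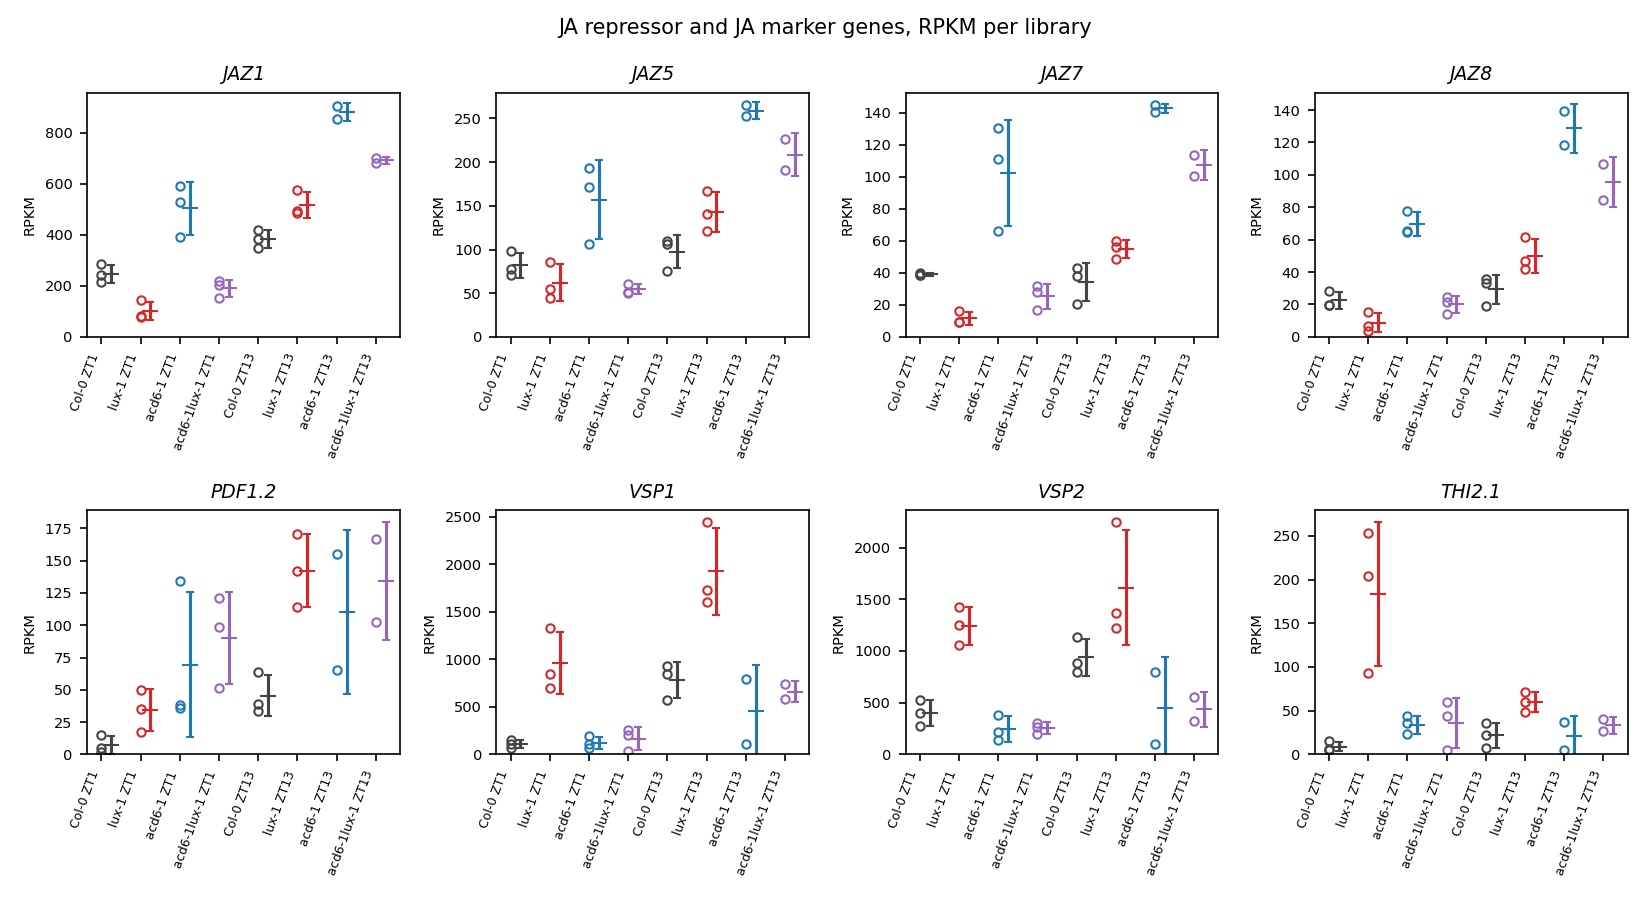
RPKM (y axes, from 0) of 8 JA-related genes in Col-0, *lux-1*, *acd6-1* and *acd6-1lux-1* at ZT1 and ZT13, with open circles for libraries and bars for the mean ± SD. *JAZ1* at ZT1 falls from 247 to 102 RPKM in *lux-1*, and *VSP1* rises from 112 to 959 RPKM.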

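*MYC2*, the master transcription factor gene of JA responses, fell from 242 ± 30.2 to 128 ± 20.8 RPKM in *lux-1* and from 334 ± 53.9 to 121 ± 8.33 RPKM in *acd6-1lux-1* at ZT1 (SD, n = 3 each; adjusted p = 0.00087 and 8.2e-06). Handling that differed between genotypes at ZT1 cannot be told apart from an effect of *lux-1* on *MYC2* or the *JAZ* genes. *LOX3* and *LOX4*, lipoxygenase genes of JA biosynthesis, fell by 1.92 and 2.11 in group c (adjusted p = 2.8e-05 and 0.00011), while *LOX2* rose by 1.10 in group a (adjusted p = 0.0041). Of 18 genes of JA signaling, 8 were lower, 1 was higher and 9 did not pass in group c (9 and 1 adjusted over the list alone), with 2 higher without *acd6-1lux-1* ZT1 replicate 3. In group a 4 were lower, 4 higher and 10 did not pass (4 and 7 adjusted over the list alone), with none higher without Col-0 ZT1 replicate 2 or *lux-1* ZT1 replicate 1. Of 16 genes of JA biosynthesis and breakdown, 8 were lower and 1 higher in group c (9 and 2 adjusted over the list alone), and 1 lower and 3 higher in group a (2 and 4 adjusted over the list alone). The 3 were 1 without Col-0 ZT1 replicate 2 or *lux-1* ZT1 replicate 1, and the 1 lower gene became 3 without the latter and 0 without *lux-1* ZT1 replicate 3. In group c the higher genes were 2 without *acd6-1* ZT1 replicate 1 and 3 without *acd6-1lux-1* ZT1 replicate 3. Of 9 JA markers, 6 were higher in group a, *THI2.1* and *TAT3* among them, none was lower and 3 did not pass (7 higher adjusted over the list alone, while 3 of 9 floral organ genes were also higher), and 1, *ERF1*, was lower in group c by 0.82 (log2 fold change -0.82, adjusted p = 0.014), where 1 was higher without *acd6-1* ZT1 replicate 1. *PDF1.2c* was the 1 marker higher in group b (adjusted p = 0.095), a call lost without any of 5 of the 6 libraries of the comparison. Of the markers in group b, 2 were higher adjusted over the list alone, 4 at an unadjusted p under 0.05 and up to 4 by the count-based tools. By camera the JA signaling and biosynthesis lists were lower than other genes in group c (adjusted p = 4.2e-05 and 0.00044), and adjusted p = 0.29 and 0.35 with an estimated correlation. The markers were higher in group a (adjusted p = 0.0017) and in group b (adjusted p = 0.0031), and adjusted p = 0.26 and 0.28 with an estimated correlation. Neither of the other JA lists had a member that passed in group b by limma, although 5 of each were higher at an unadjusted p under 0.05 and up to 6 and 5 by the count-based tools. In group b 3 biosynthesis genes were higher adjusted over the list alone, and camera gave adjusted p = 0.019 and 0.065 toward higher values for signaling and biosynthesis, and adjusted p = 0.58 and 0.64 with an estimated correlation. In group d no member of the 3 lists passed by limma, 4 biosynthesis genes were lower adjusted over the list alone, 5 at an unadjusted p under 0.05, and up to 8 by the count-based tools, with at most 1 marker lower by those tools and 0 members of the other lists at an unadjusted p under 0.05. Without *acd6-1* ZT13 replicate 1 a marker was higher, and without replicate 2 a biosynthesis gene was lower. Camera placed the biosynthesis and signaling lists lower in group d (adjusted p = 4.2e-05 and 0.065, and adjusted p = 0.28 and 0.65 with an estimated correlation). From the altered expression of these regulators and markers, the paper proposes a role of LUX in JA signaling. It also tests this role by ChIP, methyl jasmonate and qRT-PCR after *PmaDG3* infection. That qRT-PCR gave higher *JAZ5*, *MYC2*, *VSP1* and *VSP2* in infected *lux-1*, from which the paper proposes a repressor role. No infection is described for the plants sequenced here, in which *MYC2* at ZT1 and *JAZ5* in group c went the other way.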

**Fig. 3:**
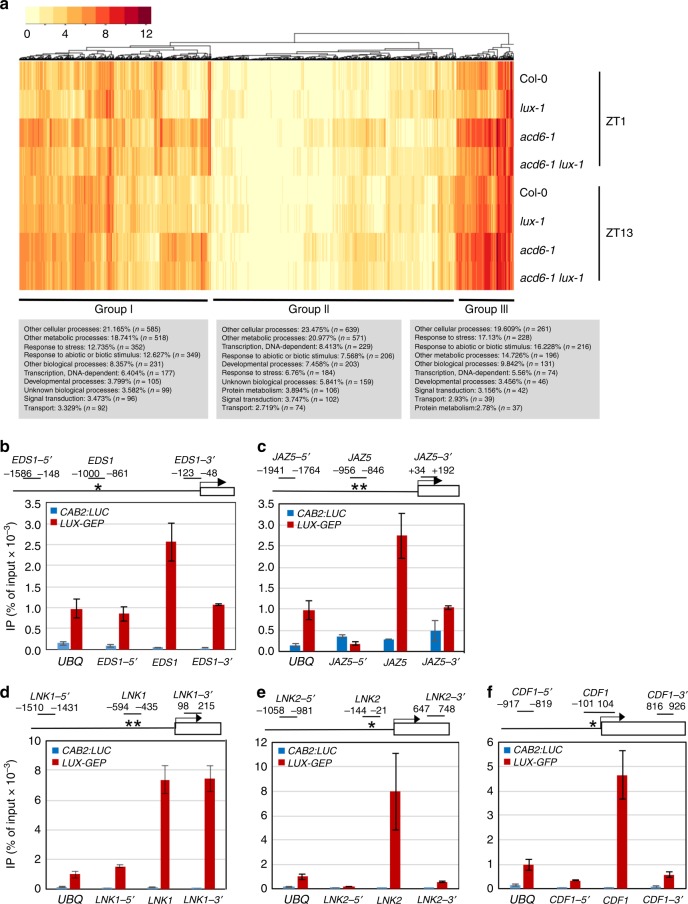
Elucidation of *LUX* target genes via RNA-seq and chromatin immunoprecipitation (ChIP) experiments. **a** Heatmap analysis of 1618 *LUX*-affected genes. Relative RPKM values of *LUX*-affected genes were used in the cluster analysis, using the heatmap.2() function in the R package gplots. **b**–**f** ChIP experiments detect in vivo association of LUX with the promoters of clock and defense genes. ChIP assays were performed with *LUX-GFP* plants or Col-0 expressing *CAB2:LUC* as the negative control^39^. Anti-GFP antibodies were used for IP, using mock treatment as a control. Each amplicon from a specific primer pair at the indicated position (relative to the transcription start site) in each gene promoter was quantified after normalization with the internal control (*UBQ*). Asterisks indicate the predicted LUX-binding site within the 1500-bp promoter region upstream of the transcription start site of each gene. Data represent mean (*n* = 2) ± SD. This experiment was repeated four times for *EDS1* and *JAZ5* and two times for *LNK1*, *LNK2*, and *CDF1* and similar results were obtained

The LUX protein has been shown to bind to the LBS motif in some clock gene promoters^7,12^. In order to uncover additional direct LUX targets, we identified the LBS motifs in both sense and antisense directions within 1500 bp upstream of the transcription start site of selected LUX-affected defense genes (Supplementary Table 1). We conducted chromatin immunoprecipitation (ChIP) with these gene promoters, using the *LUX-GFP* plants and Col-0 plants expressing the luciferase reporter driven by the *CAB2* gene promoter (*CAB2:LUC*) as a control^39^. Among the defense gene promoters tested, we detected LUX binding to the LBS motifs in the promoters of the SA regulator *EDS1* and the JA regulator *JAZ5* (Fig. 3b, c). The lack of LUX binding to the regions distal to the LBS motif in these gene promoters validated the specificity of our ChIP experiments. Thus *LUX* may act, at least in part, through *EDS1* and *JAZ5* in regulating SA and JA signaling, respectively.

To further test the role of *LUX* in JA signaling, we treated *lux-1* and Col-0 seedlings with methyl jasmonate (MJ) and found that *lux-1* was less sensitive to MJ than Col-0 in the root growth assay (Fig. 4a). Under *PmaDG3* challenge, the *lux* mutant accumulated much higher levels of *JAZ5*, *MYC2*, *VSP1*, and *VSP2* transcripts, supporting a repressor role of *LUX* in regulating JA-related gene expression (Fig. 4b). Interestingly, the expression of *EDS1* was lower in *lux-1* upon *PmaDG3* infection, suggesting the possibility that LUX acts as a transcriptional activator for *EDS1*.

**Fig. 4:**
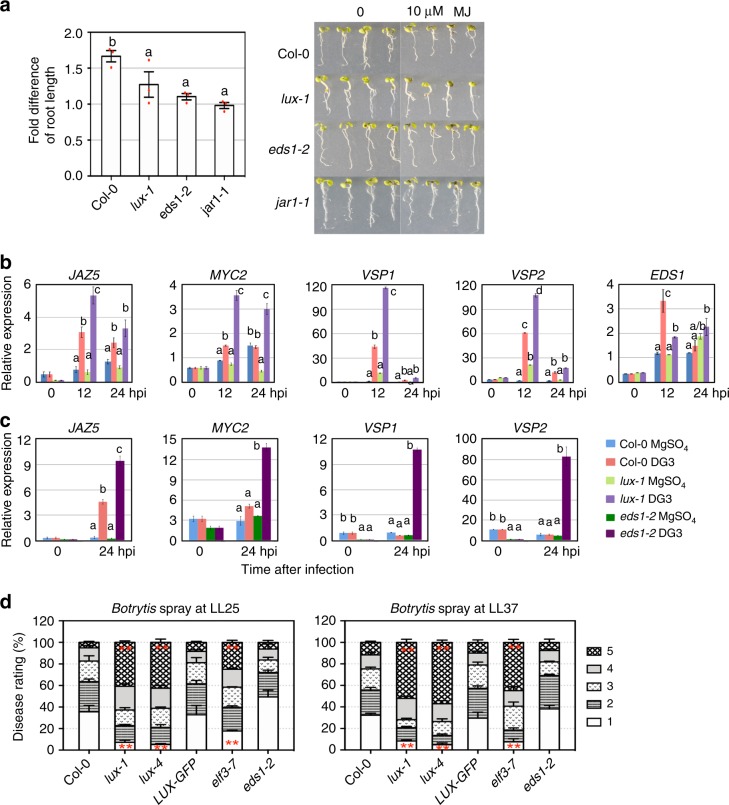
Mutations in *LUX* and *EDS1* affect jasmonic acid response and signaling. **a** Root length inhibition with methyl jasmonate (MJ) treatment. The fold difference of seedling root length (left) was calculated as the ratio of seedling root length with water treatment/seedling root length with 10 µM MJ treatment. The MJ-insensitive mutant *jar1-1*^68^ was used as a negative control. Data (left) represent mean ± SEM of three independent experiments (*n* = 6 seedlings per genotype/treatment in each experiment). Photographs of the seedlings (right) are from one representative experiment. **b** Quantitative reverse transcriptase–PCR (qRT-PCR) analysis of gene expression affected by *lux-1* upon *Pma*DG3 infection (*n* = 2). **c** qRT-PCR analysis of gene expression affected by *eds1-2* upon *Pma*DG3 infection (*n* = 2). **d** Disease rating of *Botrytis*-infected leaves. Plants were sprayed with *Botrytis* (2 × 10^5^ spores/ml) 25 or 37 h after onset of LL and the fourth to sixth leaves of each genotype were scored for disease symptoms 4 dpi (121 or 133 h after onset of LL) using the following rating scale: 1 = no lesion or small rare lesions; 2 = lesions on 10–30% of a leaf; 3 = lesions on 30–50% of a leaf; 4 = lesions on 50–70% of a leaf; 5 = lesions on >70% of a leaf. Data (left) represent mean ± SEM of three independent experiments (*n* = 30 leaves per genotype in each experiment). Statistical analysis was performed with one-way analysis of variance with post hoc Tukey honestly significant difference test. For **a**–**c**, different letters indicate significant difference among the samples at the same time point. For **d**, asterisks indicate significant difference in the same disease scale category between Col-0 and other genotypes. The experiments in **b**, **c** were repeated two times and similar results were obtained

*EDS1* was shown previously to function in both SA-dependent and SA-independent pathways^27,32,42^. We found that, like *lux-1*, *eds1-2* was less sensitive than Col-0 to MJ treatment in the root growth assay (Fig. 4a). Expression of *MYC2*, *JAZ5*, *VSP1*, and *VSP2* was more induced in *eds1-2* than in Col-0 upon *PmaDG3* infection (Fig. 4c). These results indicate a role of *EDS1* in negatively regulating JA gene expression.

JA signaling is known to be important for plant defense against necrotrophic pathogens, such as *Botrytis cinerea*. To test whether *LUX* regulates broad-spectrum disease resistance, we spray-infected whole Col-0 and *LUX* misexpressing plants with *Botrytis* at LL25 or LL37. We found that the *lux* mutants showed more severe necrotic lesions on the leaves than Col-0 and *LUX-GFP* plants with both infections (Fig. 4d). Similarly, the loss-of-function mutant of the *LUX-*interactor gene *ELF3*, *elf3-7*, also showed enhanced susceptibility to *Botrytis* at both times, consistent with the previous result of the *Botrytis* assay with detached leaves^43^. Thus both LUX and its interacting protein ELF3 are important for plant resistance to the fungal pathogen *Botrytis*. Interestingly, unlike the *lux* mutants, *eds1-2* was not compromised in its response to *Botrytis* infection (Fig. 4d). Together, our data suggest that *LUX* affects both SA- and/or JA-mediated signaling, ultimately influencing defense outcome in Arabidopsis.

### An expanded role of *LUX* in regulating clock TTFLs and output

To find *LUX*-affected genes that also oscillate in expression throughout the day, the web-based tool Phaser^44,45^ was used to analyze gene expression in LD and LL, using publicly available microarray data^46,47^. Of the 1618 *LUX-*affected transcripts, 26.7% cycled under LD and 26.3% cycled under LL. When we analyzed the entire Arabidopsis transcriptome, we found that 18.9% cycled in LD and 17.8% in LL. This observation of enrichment of cycling transcripts in the set of LUX-affected transcripts suggests that *LUX* preferentially regulates the expression of cycling genes, consistent with *LUX* being a core clock regulator.

Consistent with LUX being a transcription repressor, expression of many clock-regulated genes was higher in *lux-1*. These genes include core clock genes (e.g., *BOA*, *ELF4*, *GI*, *LNK1*, *LNK2*, *PRR5*, *PRR7*, *PRR9*, and *LUX* itself) and clock output genes that regulate plant growth (*PIF4*)^39^, flowering time control (*CDF1*, *CO*, *FLC*, and *FT*)^48,49^, and cold response (*CBF1*, *CBF2*, and *CBF3*)^50^. These genes are expressed with peaks at multiple and distinct times of day^9^, suggesting that the evening clock gene *LUX* has a profound influence on global gene expression at different times of day. It is important to note that, although known as an arrhythmic mutant in LL, *lux-1* shows robust driven rhythms in gene expression in LD that, at least for the *CAB2:LUC* or *GRP7:LUC* reporters, is indistinguishable from that in WT seedlings^6^. 

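*LUX*, *GI*, *PRR7* and *LNK1* led the rises among clock genes at ZT13, and *PRR3* and *GRP7* those at ZT1. *GRP7* went from 49.8 ± 1.04 to 233 ± 33.7 RPKM at ZT1 in *lux-1* (SD, n = 3 each; adjusted p = 2.4e-06). Of 28 core clock genes, 13 were higher, none was lower and 15 did not pass in group b (16 and 1 adjusted over the list alone). In group d 8 were higher, 1 lower and 19 did not pass (11 and 2 adjusted over the list alone), the lower call being lost without any of the 4 libraries. In group a 11 were higher, 5 lower, among them *LHY*, and 12 did not pass (12 and 7 adjusted over the list alone). The 5 fell to 1 or 2 without any single library of the comparison. In group c 6 were higher and 4 lower (6 and 5 adjusted over the list alone), and the 4 fell to between 0 and 2 without *acd6-1* ZT1 replicate 1, 2 or 3 or *acd6-1lux-1* ZT1 replicate 2. By camera the clock list was higher than other genes in groups b and d (adjusted p = 1.5e-17 and 6.2e-10). This holds in group b with an estimated correlation (adjusted p = 0.029) and not in group d, where adjusted p = 0.1 with an estimated correlation. It did not pass in groups a and c (adjusted p = 0.15 and 0.97). Of 10 flowering genes, 7 were higher in group b, 5 in d and 4 each in a and c, led by *CDF2* in group b (log2 fold change 2.24, adjusted p = 4.7e-07) and *SOC1* in group a (1.24, adjusted p = 5.5e-08). None was lower in b or d, at an unadjusted p under 0.05 or by the count-based tools either, and 2 were lower in each of a and c. The 4 of group a were 2 without any Col-0 library or *lux-1* ZT1 replicate 1, and the lower genes were 1 without any library except *lux-1* ZT1 replicate 1 in a, and without *acd6-1* or *acd6-1lux-1* ZT1 replicate 1 in c. Adjusted over the list alone, 7, 8, 6 and 5 were higher. The flowering list passed by camera in groups b and d, with either correlation (adjusted p = 0.00087 for both with an estimated correlation). Floral organ genes such as *FUL* were also higher in b and d, and the share of floral tissue in the samples was not measured. Of 10 growth genes, 4 were higher in b and 2 in d, *PIF5* first in both by 1.49 and 2.17, 2 in a and 3 in c, with 2 lower in a and 1 in c. Adjusted over the list alone, 4, 4, 2 and 3 were higher. In a the 2 higher genes were 1 without Col-0 ZT1 replicate 2 or 3 or *lux-1* ZT1 replicate 1, and the 2 lower ones 1 without *lux-1* ZT1 replicate 1. By camera the growth list was higher in b (adjusted p = 5.6e-07, and adjusted p = 0.012 with an estimated correlation) and in d (0.0038, and adjusted p = 0.11 with an estimated correlation).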

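*GI*, which links the clock to flowering, rose from 0.906 ± 0.213 to 7.26 ± 2.13 RPKM at ZT13 and from 8.98 ± 0.408 to 19.3 ± 2.34 RPKM at ZT1 in *lux-1* (SD, n = 3 each). Its log2 fold change passed in all 4 groups, 1.02, 2.09, 0.74 and 1.95 in a to d (adjusted p = 2e-04, 9.1e-08, 0.002 and 5.4e-06). *PRR7*, a daytime repressor, rose by 1.79 in group b, 1.45 in d and 0.49 in a (adjusted p = 9.9e-10, 4.8e-07 and 0.0017), and *LNK1* and *LNK2*, coactivator genes of the morning, also rose in b and d. *LNK1* had 0.502 RPKM in Col-0 and 6.07 RPKM in *lux-1* at ZT13 (adjusted p = 9.1e-08), and *LNK2* rose by 1.33 in b and 1.05 in d (adjusted p = 1.5e-05 and 0.0028). *BOA*, the homolog of *LUX*, rose by 0.95 in group a and 0.79 in c (adjusted p = 0.0013 and 0.0028) and did not pass at ZT13. *PRR5* rose by 1.15 in group a and 1.16 in b (adjusted p = 0.0091 and 0.024), the latter call being lost without Col-0 ZT13 replicate 1 or *lux-1* ZT13 replicate 2. *ELF4*, a partner of LUX in the evening complex, rose by 1.78 in group a (adjusted p = 0.0021) and had a log2 fold change of -1.70 in group d (adjusted p = 0.063), a call lost without any of the 4 libraries. *PRR9* passed in no group, with log2 fold changes of 0.34, 0.68, -0.20 and -0.06 (adjusted p = 0.5, 0.27, 0.63 and 0.99), and passed in group a by limma with the libraries compared alone, and in group b without *lux-1* ZT13 replicate 1 or in DESeq2. Among output genes, *PIF4* rose by 1.47 in b and 1.64 in d (adjusted p = 1.6e-06 and 7.2e-06), and *FT* by 1.80 and 2.58 (adjusted p = 7e-04 and 0.00022). *CDF1* rose by 0.73 in b and 1.05 in d and fell by 0.37 in a (adjusted p = 0.00055, 0.00017 and 0.032). *CO* and *FLC* rose by 1.13 and 1.25 in c (adjusted p = 0.00058 and 0.0034). *CO* was 0.54 higher in a (adjusted p = 0.091), a call lost without any library of the comparison except *lux-1* ZT1 replicate 3. *CBF1* and *CBF2*, cold-response regulators, fell by 3.19 and 3.44 in a and by 1.28 and 1.58 in c, *CBF1* also by 1.95 in b, while *CBF3* rose by 1.49 in b (adjusted p = 0.015, and 0.11 with the libraries compared alone). The *CBF* genes are tandem paralogs that may share reads and lie in the chromosome 4 stretch of neighboring changes. Of 11 cold-response genes, 3 were lower and 2 higher in a, 4 and 1 in b, 3 and 2 in c, and 1 and 0 in d (6 and 2, 6 and 2, 4 and 2, and 2 and 0 adjusted over the list alone). The 2 higher genes of a fell to 0 or 1 without any single library of the comparison, and those of c to 1 without any except *acd6-1lux-1* ZT1 replicate 3. The lower gene of d, *COR15A*, was lost without *acd6-1* ZT13 replicate 1 or either *acd6-1lux-1* library. By camera the cold list was lower in a (adjusted p = 4.3e-05, and 0.029 with an estimated correlation) and b (0.0024, and 0.095 with an estimated correlation), and in d (adjusted p = 0.029, and adjusted p = 0.28 with an estimated correlation). With the 4 libraries of group d alone, no call of a clock or output gene passed by limma.

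**Figure D3:**
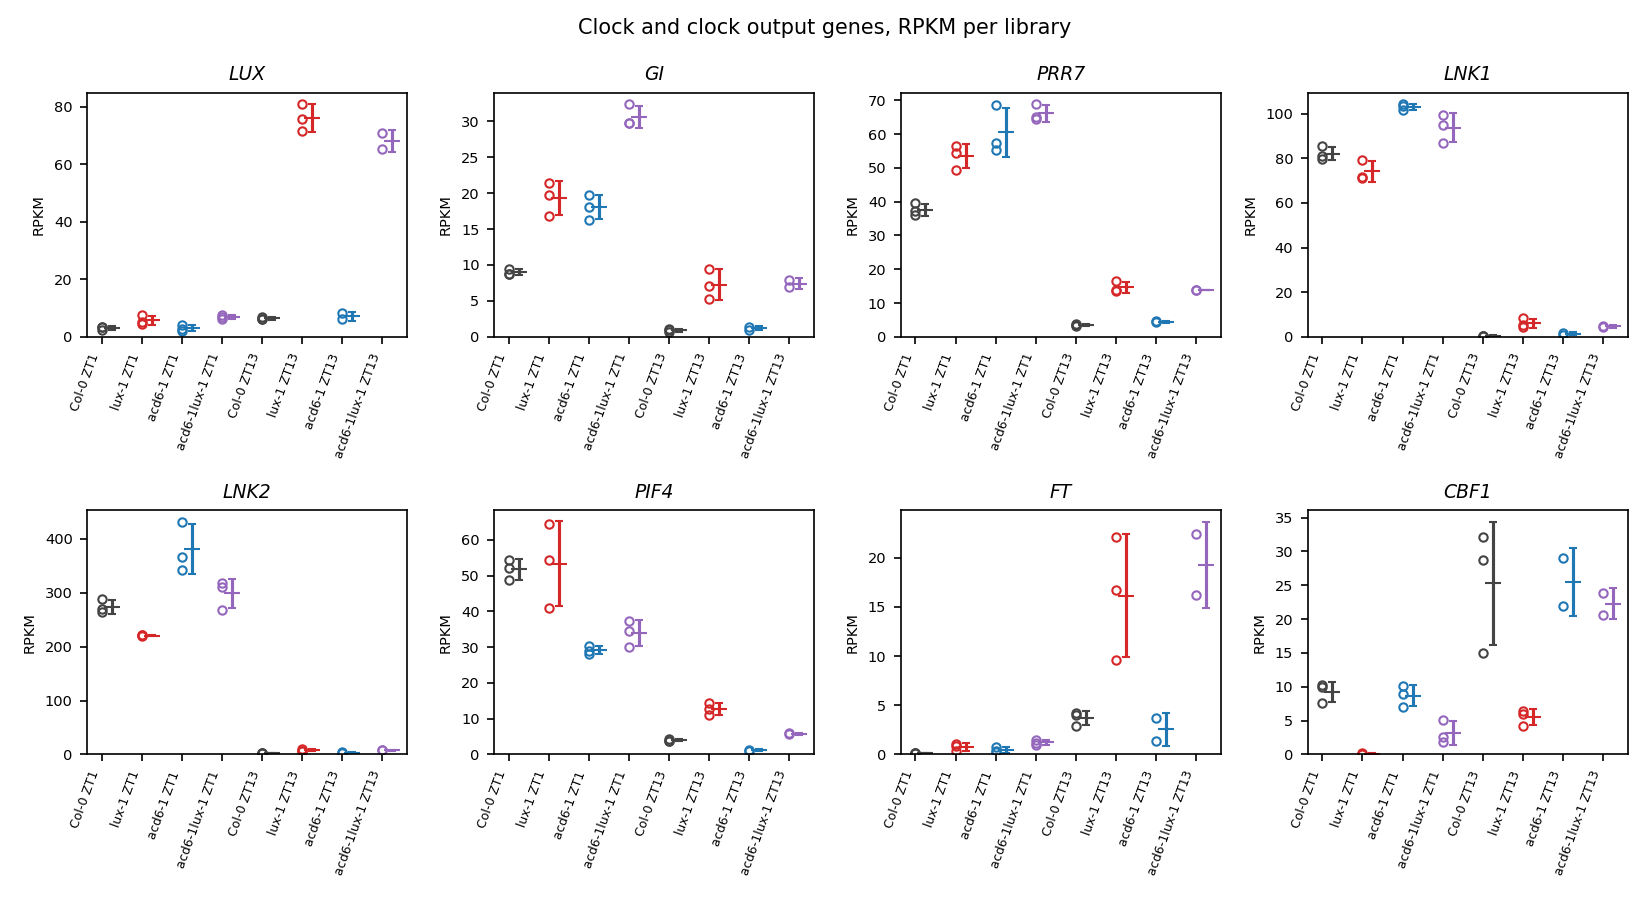
RPKM (y axes, from 0) of 8 clock and output genes in Col-0, *lux-1*, *acd6-1* and *acd6-1lux-1* at ZT1 and ZT13, with open circles for libraries and bars for the mean ± SD. *GI* at ZT13 rises from 0.906 to 7.26 RPKM in *lux-1*, and *CBF1* at ZT1 falls from 9.25 to 0.122 RPKM.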

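*PIF4*, higher by day, had 51.7 ± 2.82 RPKM at ZT1 and 3.95 ± 0.270 RPKM at ZT13 in Col-0, and 53.3 ± 11.8 and 12.8 ± 1.65 RPKM in *lux-1* (SD, n = 3 each). The effect of *lux-1* on it differed between times by -1.45 in the Col-0 and -1.43 in the *acd6-1* background (adjusted p = 6.9e-05 and 0.00069). *ELF3*, an evening-complex gene higher at ZT13, rose by 0.79 in group a and 0.77 in c (adjusted p = 0.00032 and 0.00022) and had log2 fold changes of -0.07 and 0.26 in b and d, a difference between times that passed in Col-0 (0.86, adjusted p = 0.0049) and not in *acd6-1* (0.51, adjusted p = 0.16). *LNK1* and *GI* also differed between times in both backgrounds, by -2.35 and -1.07 in Col-0 (adjusted p = 2.3e-06 and 0.0047). Of 28 clock genes, the effect differed between ZT1 and ZT13 for 18 in the Col-0 background, 12 with the larger value at ZT13, and for 11 in the *acd6-1* background, 9 with the larger value at ZT13. From the different peak times of these genes, the paper proposes that LUX influences gene expression broadly over the day. ZT1 and ZT13 are the only times sampled here, so peak times were not measured.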

We confirmed this rhythmic gene expression in *lux-1* in LD by qRT-PCR (Supplementary Fig. 6). We found that *PRR9*, *PRR7*, *PRR5*, and *LUX* showed distinct expression peaks in Col-0, which are similar to those in *lux-1*. Expression of these genes was higher in *lux-1* than in Col-0 at each time point tested, consistent with LUX-repressing expression of these genes. In addition, we previously showed that *acd6-1* does not affect clock activity^35^. Therefore, we believe that the altered expression of cycling genes affected by *lux-1* in the RNA-seq analysis is unlikely due to altered circadian phase among Col-0, *lux-1*, *acd6-1*, and *acd6-1lux-1*. Nevertheless, because there were only two time points (ZT1 and ZT13) used in the RNA-seq analysis, we may have missed some cycling genes that are affected by *LUX* at other times of day.

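*LHY* had 181 ± 4.21 RPKM at ZT1 and 0.820 ± 0.149 RPKM at ZT13 in Col-0, and 110 ± 7.26 and 1.25 ± 0.355 RPKM in *lux-1* (SD, n = 3 each). It was 0.72 lower on the log2 scale at ZT1 in *lux-1* (log2 fold change -0.72, adjusted p = 1e-04) and had a log2 fold change of 0.30 at ZT13 (adjusted p = 0.15). *CCA1* had 173 ± 4.26 and 0.390 ± 0.0697 RPKM in Col-0 and 122 ± 3.08 and 1.52 ± 0.900 RPKM in *lux-1*. Its log2 fold changes were -0.50 at ZT1 (adjusted p = 0.099), a call lost without any library of that comparison, and 0.80 at ZT13 (adjusted p = 0.03), lost without Col-0 ZT13 replicate 3 or *lux-1* ZT13 replicate 2. *TOC1*, an evening gene, had 5.76 ± 0.114 and 42.5 ± 3.09 RPKM in Col-0 and 8.00 ± 1.38 and 69.3 ± 1.89 RPKM in *lux-1* at ZT1 and ZT13. The morning genes *LHY* and *CCA1* were thus higher at ZT1 and *TOC1* higher at ZT13 in both genotypes. A shift of phase smaller than the interval between ZT1 and ZT13 cannot be read from these values.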

LUX was shown to bind to the LBS motifs in the promoters of *GI*, *LNK1*, *PRR7*, *PRR9*, and *LUX* itself^7,12,51^. We confirmed the binding of LUX to these gene promoters by ChIP experiments (Supplementary Table 1). Further ChIP experiments with selected *LUX*-affected clock genes revealed additional LUX-binding targets, including a second LBS in the *LNK1* promoter (Fig. 3d, the LNK1 position and ref. ^51^) and sites in the promoters of *LNK2* (a homolog of *LNK1*^52,53^) and *CDF1* (a flowering repressor gene^48^) (Fig. 3e, f). Overall, our data expand the set of LUX direct targets that participate in clock TTFLs and output pathways.

### Reciprocal regulation of clock activity by JA signaling

Data from this report and previous studies^16,36,37^ have established a circadian control of JA signaling. Whether JA signaling affects clock activity has not been reported previously. To test this possibility, we first examined the expression of several clock genes in Col-0 seedlings treated with 100 µM MJ in LL and found a suppression of *LUX*, *CCA1*, and *GRP7* transcripts within a 24-h treatment (Supplementary Fig. 7).

To further test whether MJ affects clock activity, we monitored luciferase reporter activity driven by the *CCA1* promoter (*CCA1:LUC*) in Col-0 seedlings. MJ inhibited *CCA1:LUC*/Col-0 seedling growth in a dosage-dependent manner (Supplementary Fig. 8a). After normalization of the amplitude to seedling leaf area, we found that MJ dampened the amplitude of *CCA1:LUC*, regardless whether MJ was applied at LL25 or LL37 (Supplementary Fig. 9a). Neither the period nor the phase of *CCA1:LUC*/Col-0 were affected (Supplementary Fig. 9c, d). We further introduced the *CCA1:LUC* reporter into the *coronatine insensitive 1-17* (*coi1-17*) mutant that has an impaired JA receptor^33,34,54^. MJ did not affect seedling growth (Supplementary Fig. 8a) or the amplitude, period, or phase of *CCA1:LUC* rhythmic expression in *coi1-17* (Supplementary Fig. 9e–h). Thus MJ-induced amplitude dampening of the circadian clock requires an intact JA receptor.

MJ suppression of plant growth makes it difficult to distinguish the direct effect of MJ on clock activity from secondary effects due to its growth inhibition. To further test whether JA signaling could reciprocally affect clock activity, we used JA-isoleucine (JA-Ile), a major bioactive JA derivative that binds to COI1 to activate JA signaling^55^. JA-Ile did not cause seedling growth inhibition (Supplementary Fig. 8b), suggesting that these two chemicals act differently to regulate plant growth. Similar to MJ, JA-Ile induced drastic amplitude dampening in both *CCA1:LUC* and *GRP7:LUC* reporters in Col-0 in a dosage-dependent manner (Fig. 5a, b, i, j). The period of both reporters in Col-0 was significantly lengthened, albeit by <1 h, with 100 µM JA-Ile treatment (Fig. 5c, k). We did not observe phase change of the two reporters with JA-Ile treatment (Fig. 5d, l). In addition, JA-Ile did not induce changes of amplitude, period, and phase of *CCA1:LUC* in *coi1-17* (Fig. 5e–h). Thus these data support responsiveness of the circadian clock to JA signaling and, in whole, demonstrate reciprocal regulation between the circadian clock and JA signaling.

**Fig. 5:**
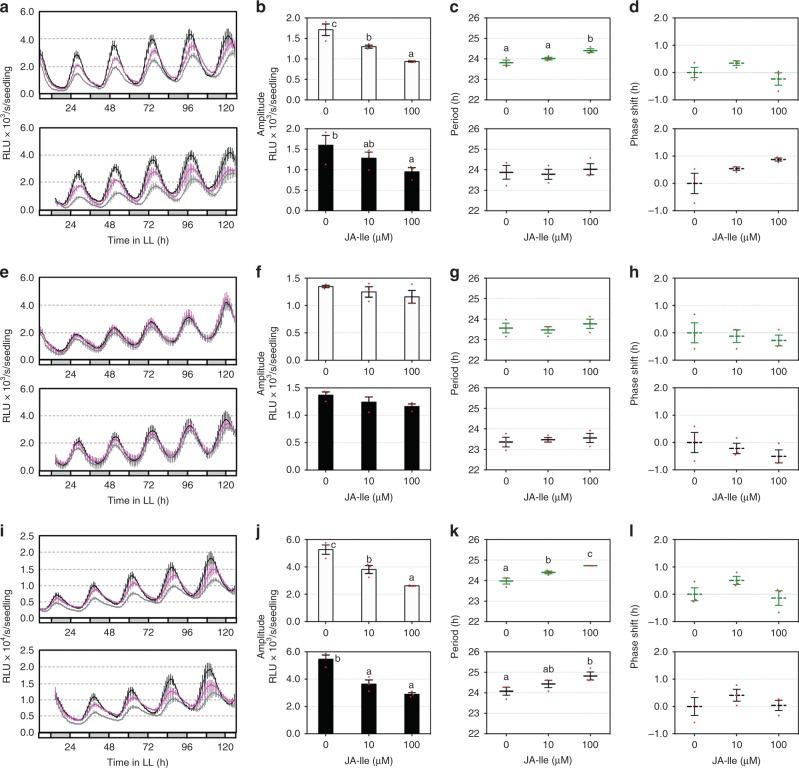
Activation of jasmonic acid (JA) signaling reciprocally affects clock activity. Five-day-old seedlings entrained in LD were transferred to LL for 1 day and were treated with JA-isoleucine (JA-Ile). Luminescence was recorded at 1-h intervals for 5 days and analyzed for amplitude, period, and phase with the R package MetaCycle. **a**–**d** Expression of *CCA1:LUC* in Col-0 treated with JA-Ile 25 h (top) or 37 h (bottom) after onset of LL. **e**–**h** Expression of *CCA1:LUC* in *coi1-17* treated with JA-Ile 25 h (top) or 37 h (bottom) after onset of LL. **i**–**l** Expression of *GRP7:LUC* in Col-0 treated with JA-Ile 25 h (top) or 37 h (bottom) after onset of LL. **a**, **e**, **i** Luminescence traces. RLU relative luminescence units. The color indicates JA-Ile concentration, black for 0 μM, magenta for 10 μM, and gray for 100 μM. **b**, **f**, **j** Amplitude. **c**, **g**, **k** Period. **d**, **h**, **l** Phase shift. Data represent mean (±SEM) of three independent experiments (*n* = 8 or 12 for each experiment). Statistical analysis was performed by one-way analysis of variance post hoc Tukey honestly significant difference test. Different letters indicate significant difference among the samples (*P* < 0.05)

## Discussion

Recent studies have established the role of the circadian clock in regulating plant innate immunity. However, the mechanisms underlying this role of the circadian clock are still not well understood. Here we illuminate that the core clock component LUX affects temporal behavior of the stomata to pose physical barrier and modulates key defense signaling mediated by SA and JA, leading to broad-spectrum disease resistance to pathogens and pests. Our data also identify additional *LUX* targets participating in clock TTFLs and output pathways. We further find that activation of JA signaling can feed back to influence clock activity.

Plants are known to employ different mechanisms to fight against pathogens and pests with different lifestyles at different times of day. For infiltrated *P*. *syringae*, plants with a normal circadian clock show higher susceptibility at night than in the morning (Fig. 2c and refs. ^35,37,38^). For epiphytic bacterial pathogens, such as spray-infected *P*. *syringae*, plants show higher susceptibility in the morning than at night. Because epiphytic bacteria need to pass through stomata to gain access to the interior of plant tissue and the infiltrated bacteria bypass this physical barrier, the differential resistance of plants to pathogens with different infection modes suggests that stomata-independent defense is strong during the day while stomata-dependent defense is dominant at night^35^. Our data show that the *lux* mutants lose the temporal defense demonstrated by Col-0 in response to both infiltrated and sprayed *P*. *syringae* (Fig. 2b, c), suggesting a role of LUX-mediated circadian control of stomata-dependent and stomata-independent defense.

The *lux* mutants, like Col-0 plants, showed higher resistance to sprayed *P*. *syringae* in the subjective evening than in the subjective morning, although at both infection time points, the *lux* mutants were more susceptible than Col-0 (Fig. 2b). These observations appear to suggest that the circadian clock does not contribute to defense against epiphytic bacteria. However, our further analysis of the change of stomatal aperture led us to reject this notion. We found that, in LL without *P*. *syringae* infection, the *lux* mutant lost temporal oscillation of stomatal aperture exhibited by Col-0 (Fig. 2d and Supplementary Fig. 2b). In the presence of *P*. *syringae*, stomata of Col-0 were highly sensitive for aperture reduction in the morning but showed no response at night due to the closure of stomata. In contrast, the *lux* mutants lost this temporal gating of the response to acute *P*. *syringae* infection, showing stomatal aperture reduction both in the morning and at night and being even more sensitive to the bacteria at night. Therefore, our data support that the *lux* mutations disrupt the circadian clock and subsequently abolish this temporal variation in stomata-dependent defense. Because the *lux* mutations do not completely abolish *P*. *syringae-*induced stomatal aperture reduction in the morning, LUX likely only partially affects stomata-dependent defense, and additional factors also contribute to this defense. In contrast, plants use different defense mechanisms in response to challenge by the necrotrophic fungal pathogen *Botrytis* and are less dependent on stomata-dependent defense. Accordingly, the *lux* mutants infected with *Botrytis* in the subjective evening are not more resistant than those infected in the subjective morning (Fig. 4d).

In addition to using physical barriers like stomata to exclude pathogens, plants can mount defense through activating cellular signaling pathways. SA and JA are important defense signaling molecules. SA is generally considered to be important for defense against biotrophic pathogens, whereas JA promotes resistance to necrotrophic pathogens and insects^56–58^. Crosstalk between SA and JA determines the balance of plant defense against pathogens and pests with different lifestyles. However, how the circadian clock affects SA- and JA-mediated defense is complex and not completely understood. We report here a role of *LUX* in regulating SA and JA signaling. The *lux-1* mutation suppresses high SA accumulation in *acd6-1* and results in reduced SA levels during acute defense responses in the presence of *P*. *syringae* (Fig. 1). RNA-seq analysis reveals that expression of many SA-related genes are affected by *lux-1*. Our detection of a direct binding of LUX to the promoter of *EDS1*, a major SA regulator involved in the SA signal amplification loop^27,42^, suggests that this SA regulatory role of LUX could be, at least in part, mediated through *EDS1*.

The *lux-1* mutant also demonstrates lower sensitivity to MJ treatment and altered JA gene expression relative to Col-0 (Figs. 3a and 4). LUX was previously shown to bind to the promoter of *MYC2*, a JA transcription factor^36^. We report here a direct binding of LUX to the promoter of the JA signaling repressor *JAZ5*. Interestingly, our data show that *eds1-2* is less sensitive to MJ and has increased expression of JA-related genes upon *P*. *syringae* infection. Thus *EDS1* is also involved in JA signaling. This role of *EDS1* could be due to *EDS1*-mediated crosstalk between SA and JA signaling. Alternatively, it is also possible that *EDS1* exerts direct influence on JA signaling in an SA-independent manner^27,42^. Indeed, a recent study showed that two EDS1 interactors, PHYTOALEXIN DEFICIENT 4 (PAD4) and SENESCENCE-ASSOCIATED GENE 101^59,60^, interacted with MYC2 in a transient assay^61^. EDS1–PAD4 binding could compete for PAD4–MYC2 interaction and therefore affect JA signaling. Together, these data indicate that *LUX* could gate JA signaling by directly controlling multiple JA signaling components.

Our study revealed the role of LUX in mediating SA and JA signaling, thus providing a mechanistic explanation for the crosstalk between the circadian clock and defense. Consistent with this role of *LUX*, loss of function in *LUX* confers compromised resistance to a broad spectrum of pathogens and pests with different lifestyles, including the herbivorous insect *Trichoplusia ni* (cabbage looper), the biotrophic bacterial pathogen *P*. *syringae*, and the necrotrophic fungal pathogen *Botrytis* (Figs. 2 and 4d)^16^. In addition to LUX, other clock genes may affect plant defense through SA and JA signaling. Among previously reported clock genes with roles in defense regulation, *CCA1* and *LHY* act largely in an SA-independent manner^35^. Like *lux*, arrhythmia caused by overexpression of *CCA1* blocked resistance to cabbage loopers^35,62^. Whether *CCA1* acts similarly as *LUX* in affecting JA signaling and subsequently insect resistance remains to be determined. Another clock gene, *CCA1 HIKING EXPEDITION* (*CHE*), encodes a protein that binds to the promoter of the major SA synthase gene *ICS1*^17^. *CHE* was shown to be important for diurnal SA biosynthesis both in the absence of pathogens and during *P*. *syringae*-induced SAR. Whether *CHE* gates local acute SA biosynthesis upon pathogen infection is currently unknown. The clock protein TIC was shown to regulate JA signaling through a direct interaction with the JA transcription factor MYC2^37^. It is not known, however, whether TIC acts through the JA pathway to modulate the disease outcome of plants in the presence of pathogens and pests. Thus it would be pertinent to reveal the molecular mechanism underlying the function of clock genes in their control of plant defense.

Because SA and JA are important defense signaling molecules, multiple regulatory inputs to SA and JA signaling from the circadian clock allow plants to continuously monitor the change of these signaling pathways to ensure proper growth, development, and response to external stimuli. Both SA and JA levels as well as expression of some genes involved in SA and JA biosynthesis and signaling oscillate under non-challenged conditions^1^. The cycling expression of most clock genes necessitates the use of clock genes expressed at distinct circadian phases in order to provide inputs to SA and JA signaling at multiple times of day. The circadian clock is also likely important to gate SA and JA signaling under acute stress conditions.

While establishing regulation by LUX of plant innate immunity, we realize the complexity of host–pathogen interactions, the outcome of which is likely influenced by multiple other factors in addition to the circadian clock. We observed enhanced disease susceptibility of the *lux* mutants in LL with a light intensity of 10 µmol m^−2^ s^−1^ photon flux but not with 180 µmol m^−2^ s^−1^ photon flux. These results suggest that the defense role of the circadian clock is conditional and influenced by light. The EC, consisting of LUX-ELF3-ELF4, is known to regulate light signaling through affecting expression of many photosynthesis genes and light responsive genes^63^. Thus mutations in *LUX* or other EC genes could make plants particularly sensitive to light, complicating pathogen response. Although 10 µmol m^−2^ s^−1^ photon flux is a relatively low light intensity, compared with the conditions typically used for plant growth in the laboratory, such light intensities are encountered in deeply shaded conditions and every day during twilight after dawn and prior to dusk. In addition, both LL and DD have been routinely used as free running conditions to test clock activities in plants, animals, and fungi in laboratory conditions. Therefore, our use of this low light regime is physiologically relevant.

In addition to light intensity, other factors, such as light duration and temperature, contribute to LUX-regulated processes. For instance, the early flowering phenotype conferred by the *lux* mutations is more evident in 8 h L/16 h D than in 16 h L/8 h D^6^. The transcriptional targets of LUX (and its interactor ELF3) are temperature dependent, suggesting a temperature input to EC function^63,64^. Together, these observations suggest the complexity of circadian regulation of biological processes, which can be further compounded by additional factors that modulate the process either directly or indirectly via an effect on the circadian clock.

In addition to defense control, our data support the importance of *LUX* in maintaining clock function, likely through a direct control of expression of core clock TTFL genes and genes in output pathways. A recent ChIP-seq study reported >800 LBSs in Arabidopsis^63^, supporting this notion. Our bioinformatics analysis followed by ChIP experiments revealed additional new targets of LUX, including *EDS1*, *JAZ5*, *LNK2*, and a second LBS motif in the *LNK1* promoter. We also detected LUX binding to the *CDF1* promoter, which was shown as one of the LUX targets in the ChIP-seq experiment but had not been independently verified^63^. LUX likely acts as a transcriptional repressor to affect the expression of many target genes. It is also possible that LUX positively regulates gene expression (Figs. 3 and 4b). This gene activation role of *LUX* could be indirect and reflect LUX’s repression of another repressor important for the regulation of gene transcription. Alternatively, the LUX protein might activate target gene expression through recruitment to promoters, including that of *EDS1*, as part of as yet undescribed transcriptional activation complex. Together, the detection of widespread targets of LUX in Arabidopsis genome supports the importance of LUX in regulating the circadian clock and other biological processes.

While the circadian clock regulates multiple output pathways, including plant development and responses to environmental stimuli, many of these output pathways are known to reciprocally regulate clock activity^1^. Such reciprocal regulation likely represents a mechanism to integrate environmental cues with proper growth and development. This report and those from other researchers establish a reciprocal regulation of the circadian clock and defense signaling mediated by SA and JA. SA was shown to delay the phase and dampen the amplitude of some clock reporters^65^. However, SA does not affect clock period^35,53,65,66^. We show here that JA-Ile dampens the amplitude and lengthens period of two clock reporters in wild-type Col-0. These observations were largely corroborated by those obtained with an JA-Ile analog, MJ. However, we also observed differences in the change of period and seedling growth with the two chemicals, suggesting that they have overlapping yet also distinct function in signal activation in plants. Together, this reciprocal regulation of the circadian clock by SA and JA signaling provides another layer of monitoring of these defense pathways, which can be reset by their own feedback modulation of circadian clock function. That LUX regulates JA signaling and that *LUX* expression is also influenced by JA clearly suggest LUX is a key, although not necessarily the sole, node in mediating crosstalk between the circadian clock and defense signaling involving JA.

A better understanding of the role of the circadian clock in regulating plant growth, development, and responses to abiotic and biotic stresses in plants would tremendously advance our knowledge of basic science, as well as offer potential applications to improve crop yield and disease resistance. Misexpression of several core clock genes has been shown to compromise plant immunity to pathogens and pests. However, it remains unclear how individual clock genes work together to integrate endogenous and exogenous cues to regulate the circadian clock and defense. We demonstrate in this report that LUX directly targets important clock TTFL genes and output genes for transcriptional regulation and that LUX-mediated defense signaling also reciprocally regulates clock activity. Thus these data provide a mechanistic view of *LUX* function as a pivotal node connecting the circadian clock and defense. Future work revealing mechanisms of action of additional clock TTFL genes will shed more light on this exciting research field.

## Methods

### Plant materials

All plants used in this report are in the Col-0 background. Unless otherwise indicated, plants were grown in growth chambers with a light intensity at 180 µmol m^−2^ s^−1^, 60% humidity, and 22 °C either in a 12 h light/12 h dark (LD) cycle. The *lux-1* and *elf3-7* mutants were kindly provided by Todd Michael (Craig Venter Institute); the *lux-4*, *lux-4* expressing *LUX-GFP*, and *CAB2:LUC* seeds were provided by Steve Kay (The University of Southern California); and the *coi1-17* seed was provided by Barbara Kunkel (Washington University). The *CCA1:LUC* reporter was introduced into *coi1-17* by crossing Col-0 expressing *CCA1:LUC* with *coi1-17*, selfing, and identifying F2 lines homozygous for both the *coi1-17* mutation and the *CCA1:LUC* reporter. The *acd6-1lux-1* double mutant was generated by crossing two single mutants and selecting the homozygous double mutant in the F_2_ generation, using derived cleaved amplified polymorphic sequence markers specific for each mutation. Primers for mutant detections are listed in Supplementary Table 2.

### Pathogen infection

*P. syringae* pv. *maculicola* ES4326 strains DG3 (*Pma*DG3), *Pma avrRpm1*, *Pma avrRpt2*, and *Pma HrcC*^*−*^ were used in this report. Freshly cultured bacteria were resuspended in 10 mM MgSO_4_. Plants were infiltrated or evenly sprayed with a bacterial solution at the indicated concentration, time, and light condition.

For SAR induction, the fourth to sixth leaves of 25-day-old plants grown in LD were infiltrated with *Pma avrRpt2* (optical density (OD) = 0.05). The leaves with the primary infection were mostly dead (a hypersensitive response) at 2 dpi and were detached. The adjacent two to three leaves were further infiltrated with *Pma*DG3 (OD = 0.0001) and the bacterial growth was assessed at 3 days post the secondary infection. Because the hypersensitive response in Arabidopsis was reported to be light dependent^67^, both the primary and secondary infections were conducted in LD.

*B. cinerea* strain BO5-10 was kindly provided by Tesfaye Mengiste (Purdue University). Twenty-five-day-old plants grown in LD were moved to LL for 1 day before being sprayed with *Botrytis* (2 × 10^5^ spores/ml) 25 or 37 h after onset of LL. Plants were further transferred 24 hpi to low-light LL with a light intensity of 10 µmol m^−2^ s^−1^. Disease symptoms of leaves at the fourth to sixth positions were rated at 4 dpi (121 or 133 h after onset of LL). The rating scale was as the follows: 1 = no lesion or small rare lesions; 2 = lesions on 10–30% of a leaf; 3 = lesions on 30–50% of a leaf; 4 = lesions on 50–70% of a leaf; 5 = lesions on >70% of a leaf.

### SA quantification

Leaves from *P*. *syringae*-infected or mock-treated 25-day-old plants or non-infected whole plants were collected at the indicated times for SA extraction and measurement by a high-performance liquid chromatography instrument (Shimadzu LC-20AT).

### Cell death staining

The fifth to seventh leaves of 25-day-old plants were stained with a trypan blue solution for cell death and photographed with a Leica IC80 HD camera connected to a Leica M80 stereomicroscope.

### RNA analyses

Total RNA was extracted with TRIzol reagent (Invitrogen) according to the manufacturer’s instruction. Primers used in qRT-PCR are listed in Supplementary Table 2.

### Stomatal aperture measurement

Twenty-five-day-old plants grown in LD (180 µmol m^−2^ s^−1^ light intensity, 60% humidity, 22 °C, and 12 h light/12 h dark cycle) were moved to LL (10 µmol m^−2^ s^−1^ light intensity, other parameters remained the same) for 1 day. The fifth to seventh leaves of each genotype were taken at LL25 or LL37 and mounted onto scotch tape at the abaxial side. The top layer of a leaf was peeled off and the tape with the lower layer of the leaf was cut and mounted on a glass slide for observation with an inverted microscope. For *P*. *syringae* treatment, leaves were incubated with *PmaDG3* (OD_600_ = 0.1) or sterile water at LL25 or LL37. Leaves were processed as above for stomata imaging at 0, 1, and 3 hpi. Immediately after leaf processing, images of at least three random regions of each of the three or more leaves of each genotype per treatment were taken with a camera (Canon Digital Rebel xsi, Japan) connected to an inverted microscope (Olympus Model IMT-2). Each stoma was measured for the width and the length using ImageJ (version 1.45). Stomatal aperture was determined by the ratio between the width and the length of a stoma. At least 80 stomata were used for calculating the average stomatal aperture of each genotype per treatment.

### Seedling growth assay with flg22 or MJ treatment

Seeds were surface-sterilized in a bell jar with bleach vapor generated by slowly adding 3 ml of concentrated HCl into 100 ml bleach. The jar was immediately sealed with a lid for 3 h in a fume hood. Sterilized seeds were plated on agar plates containing 1/2 MS media supplemented with 1% sucrose (pH 5.7). The plates were incubated at 4 °C for 2 days before being transferred to a tissue culture chamber in LD and 22 °C for 4 days. Seedlings were then transferred to a 24-well tissue culture plate with sterile water in the presence or absence of 1 µM flg22 or 10 µM MJ. At least four seedlings were used for each genotype per treatment. Root length of the seedlings was measured 4 days later. The Ws ecotype that does not have a functional flg22-receptor FLS2^41^ and the *jar1-1* mutant that is insensitive to JA signaling^68^ were used as a negative control for flg22 and MJ treatments, respectively.

### Callose staining

Flg22- or *Pma HrcC*^*−*^*-*treated leaves were harvested at 24 hpi and boiled in alcoholic lactophenol (95% ethanol:lactophenol = 2:1) for 2 min followed by rinsing in 50% ethanol. Aniline blue solution (0.01% aniline blue in 150 mM KH_2_PO_4,_ pH 9.5) was used to stain the leaves for 1.5 h in dark. At least four leaves of each genotype were used in each treatment. Callose deposition was visualized with a Leica fluorescence stereomicroscope (M205 FA) and imaged with a CCD camera (Cool Snap HQ^2^, Photometrics, USA). Callose deposits were quantified using ImageJ (version 1.45).

### RNA-seq analysis

Total RNA was extracted from 25-day-old Col-0, *lux-1*, *acd6-1*, or *acd6-1lux-1* plants collected at ZT1 or ZT13 1 and 13 h after light onset, respectively. Triplicate biological samples were used for most genotypes at each time point, except *acd6-1* and *acd6-1lux-1* at ZT13, which had duplicate samples. In all, 0.5 μg RNA per replicate was used to generate cDNA libraries using the Illumina TruSeq RNA Sample Preparation Kit (catalog no. RS-122-2001). The samples were multiplexed and sequenced using the Illumina HiSeq sequencing platform in Genomics Resources Core Facility at Weill Cornell Medical College. Sequencing was conducted with a standard run of 51 cycles and single reads^31^. At least 150 million reads per lane were obtained for sequencing. Differentially expressed genes in each comparison group were identified using the R package DESeq, using the default parameters^69^. The default false discovery rate of 0.1, which results in statistical significance with *P* values < 0.001, was used to define significant difference in the gene expression in each comparison group.

For global gene expression profiling, the relative expression value (reads per kilobase of transcript per million mapped reads (RPKM)) of >0.3 was used as the cutoff to include genes for further analyses. Each RPKM value was corrected by adding the number one and then was log_2_-transformed for generating the correlation dendrogram with R function cor(). To show the number of overlapped genes affected among the comparison groups, Venn diagrams were generated with the R package VennDiagram. The GO annotations tool on the TAIR website was used to assign genes into functional groups. The whole-genome genes of Arabidopsis were also similarly analyzed to provide the reference number for GO annotation. Graphical representation of gene expression correlation was produced by the heatmap.2() function in the R package gplots.

### ChIP assays

The ChIP experiments were conducted according to previous descriptions with modifications^7,70^. Fourteen-day-old wild-type *CAB2:LUC* or *LUX-GFP* (*lux-4* expressing *LUX:LUX-GFP)* seedlings grown on soil were harvested at ZT13. The seedlings were crosslinked by immersion into 30 ml of 1% formaldehyde solution at room temperature under vacuum for 20 min. Glycine (2 ml at 2 M concentration) was added to the seedlings for 5 min under vacuum to quench the crosslink reaction. The seedlings were then rinsed with water and stored at −80 °C for further use. The seedlings were ground in liquid nitrogen to a fine powder and extracted for DNA and protein with 30 ml of extraction buffer I (0.4% sucrose, 10 mM Tris-HCl pH8.0, 0.035% 2-mercaptoethanol, 1 mM phenylmethanesulfonylfluoride (PMSF), 5 mM benzamidine, 1× Roche protease inhibitors) in a 50 ml Falcon tube. The tube was incubated on ice for 15 min until the tissue was thawed. The solution was filtered through miracloth and centrifuged at 750 × *g* at 4 °C for 20 min. The pellet was resuspended in 1 ml of extraction buffer II (0.25 M sucrose, 10 mM Tris-HCl pH8.0, 10 mM MgCl_2_, 1% Triton X-100, 0.035% 2-mercaptoethanol, 1 mM PMSF, 5 mM benzamidine, 50 µM MG132, 1× Roche protease inhibitors) and centrifuged at 15600 g at 4 °C for 10 min. The remaining pellet was resuspended in 500 µl of extraction buffer III (1.7 M sucrose, 10 mM Tris-HCl pH8.0, 2 mM MgCl_2_, 0.15% Triton X-100, 0.035% 2-mercaptoethanol, 1 mM PMSF, 5 mM benzamidine, 50 µM MG132, 1× Roche protease inhibitors). The suspension was laid on the top of another 500 µl extraction buffer III in a 1.5 ml Eppendorf tube and centrifuged at 15,600 × *g* at 4 °C for 1 h. After removing the supernatant, the pellet was resuspended in 500 µl of nuclei lysis buffer (50 mM Tris-HCl pH8.0, 10 mM EDTA, 1% sodium dodecyl sulfate (SDS), 1 mM PMSF, 5 mM benzamidine, 50 µM MG132, 1× Roche protease inhibitors). The suspension was sonicated on ice (15 s pulse followed by 45 s resting, repeating 12 times) using a sonicator (Virsonic Cell Disruptor, Model 16-850) set at 30% power to shear genomic DNA to an average size of 500–1000 bp. The sonicated chromatin solution was centrifuged at 15,600 × *g* for 10 min at 4 °C and the supernatant was collected. This process was repeated one time and all supernatants containing the chromatin solution were combined. One hundred and fifty microliters of chromatin solution was then diluted in 1350 µl of ChIP dilution buffer (16.7 mM Tris-HCl pH8.0, 1.2 mM EDTA, 1.1% Triton X-100, 167 mM NaCl, 1 mM PMSF, 5 mM benzamidine, 50 µM MG132, 1× Roche protease inhibitors). Anti-GFP antibodies (IP) (Abcam, product code 290) or whole rabbit IgG (mock) (Jackson ImmunoResearch cat 011-000-003) coated onto Dynabeads Protein G (Invitrogen cat 100.04D) were used for IP. Diluted chromatin solution (700 µl/sample) was incubated with either IP- or mock-treated beads at 4 °C for 1.5 h. In the meantime, 70 µl diluted chromatin solution was kept aside as the input. After incubation, beads were washed at 4 °C with low salt buffer twice (20 mM Tris-HCl pH8.0, 150 mM NaCl, 0.2% SDS, 0.5% Triton X-100, 2 mM EDTA), high salt buffer once (20 mM Tris-HCl pH8.0, 500 mM NaCl, 0.2% SDS, 0.5% Triton X-100, 2 mM EDTA), and TE buffer twice. The beads were resuspended in 100 µl elution buffer (50 mM Tris pH8.0, 10 mM EDTA, 1% SDS) and incubated at 65 °C for 15 min followed by 30 s centrifugation at 376 × *g* to elute the immunocomplexes from the beads. The supernatant was transferred into a new 1.5 ml Eppendorf tube and was added with NaCl to the final concentration of 0.2 M and 1 µl of Proteinase K. All tubes (IP, mock, and input tubes for each sample) were incubated overnight at 65 °C to reverse crosslinking. Chromatin DNA was purified using a Qiagen QIAquick PCR Purification Kit and resuspended in 300 µl of water. ChIP DNAs were quantified by real-time qPCR with primers specific for the amplicons covering LBS motifs in gene promoters using a 3 µl aliquot from IP, mock, or input tubes for each sample. Fold enrichment for each promoter region in plants expressing *LUX:LUX-GFP* or *CAB2:LUC* was normalized with the input DNA and the internal control DNA (a fragment from the *UBQ* gene promoter) and was calculated using the following equation: 2^(Ct input − Ct IP)^/2^(Ct input − Ct mock)^. Primers for the ChIP experiments are listed in Supplementary Table 2.

### Luciferase assay

Seedlings expressing the *CCA1*:*LUC* or *GRP7*:*LUC* reporter were grown on 1/2 MS media with 1% sucrose in LD and at 22 °C for 5 days. Seedlings were transferred to 96-well plates containing 200 µl of 1/2 MS medium with 0.5% sucrose, 0.4% agar, and 0.25 mM D-luciferin for 1 day in LD followed by 1 day in LL with a light intensity of 180 µmol m^−2^ s^−1^. Each well contained one seedling. Seedling treatments were conducted at LL25 or LL37 by adding 15 µl of each chemical (MJ (10 µM or 100 µM), JA-Ile (10 µM or 100 µM), or the mock solution (sterile water)) to each well. Immediately after the treatments, the plants were measured for luminescence with an Omega Luminescence Reader (BMG LABTECH, Inc.) in LL with 90 µmol m^−2^ s^−1^ photon flux density. LUC activity was measured at 1-h intervals for 5 days. Each microplate with seedlings was photographed after LUC recording. Leaf area of each seedling was measured using ImageJ (version 1.45). The amplitude, period, and phase were calculated with the R package MetaCycle^71^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

Source data are provided in the paper, its supplementary files, and a Source Data file for Figs. 1b, d–g, 2b–g, 3b–f, 4a–d, 5b–d, f–h, j–l and Supplementary Figs. 1, 2, 5, 6, 7, 8 and 9. The RNA-seq data are deposited in the National Center for Biotechnology Information Gene Expression database with accession number GSE115680.

How the deposited data were processed for this re-analysis (not part of the article)

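RNA sequencing of 22 libraries from 25-day-old Arabidopsis plants was used, in 8 groups of genotype (Col-0, *lux-1*, *acd6-1*, *acd6-1lux-1*) and time (ZT1, ZT13), with 3 libraries per group and 2 each for *acd6-1* and *acd6-1lux-1* at ZT13. The genotype written acd6-1-0 in the sample labels was taken as *acd6-1*. Per the authors, TruSeq libraries were sequenced as single reads on a HiSeq, and the submitters' notes name CASAVA and the TAIR10 build without versions. The RPKM values of 25218 transcripts are as deposited by the authors, reads per kilobase scaled to the mapped reads of each library, and the aligner and counting program are not given in the sources used here. Total reads, the count of reads per library in the authors' sample sheet as deposited, ranged from 14458079 to 20134373 before mapping, and mapped reads from 10306552 to 16224975. The percent mapped is from the same sheet. One column of values in the table belongs to no sample and was not used. Whole reads were recovered from RPKM and mapped reads for 100% of the values within 0.001 of a read, and 97.39% of the recovered lengths are multiples of 3, as coding lengths are. Symbols were taken from a table of the TAIR10.1 annotation, which matched 24867 identifiers.

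Values were analyzed as log2(RPKM + 1) in limma 3.58.1 under R 4.3.3, with all 22 libraries in 1 model of the 8 groups and a trended prior variance, over 21666 genes with a mean RPKM above 0.3 in at least 1 group. The comparisons were *lux-1* against Col-0 at ZT1 (a) and ZT13 (b), *acd6-1lux-1* against *acd6-1* at ZT1 (c) and ZT13 (d), the mean of these 4, *acd6-1* against Col-0 at each time, and ZT13 against ZT1 in Col-0. Differences between these effects were tested in the same model. Genes were called at a Benjamini-Hochberg adjusted p under 0.1 and an absolute log2 fold change above 1. The false discovery rate of 0.1 is in the paper's methods and the fold of 2 in its Table 1, where it is not said to be taken on log2(RPKM + 1). Members of lists and named genes passed at an adjusted p under 0.1. The 18 gene lists, with 252 entries, cover PTI, SA, JA signaling, JA biosynthesis, JA markers, the core clock, growth, flowering, cold response, photosynthesis, leaf senescence, camalexin and indole glucosinolates, aliphatic glucosinolates, ER folding stress, NLR receptors, floral organs, roots, and touch or wounding. They were tested with camera at a preset correlation of 0.01 and again with an estimated correlation.

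The lists, comparisons, thresholds and rule for named genes were set before the data were examined. The rule takes the genes the paper names with *ACD6*, *CCA1* and *LHY*, the 6 largest rises and falls of each of a to d among called genes without overlap between libraries, and up to 4 members of each list with the smallest adjusted p in the comparison. The paper's qRT-PCR values had been seen when the rule was written. Genes named as known examples from the lists outside this rule, and the chromosome 4 stretch, were chosen after their values were seen. Libraries were clustered by 1 minus Pearson's correlation, and called genes by Euclidean distance between group means, both with complete linkage.

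Alternatives set beforehand were pseudocounts of 0.1 and 0.5, no filter, a filter at 1 RPKM, median-of-ratios scaling, quantile normalization, only the libraries compared, a prior variance without trend, an adjusted p under 0.05, a fold of mean RPKM above 2, no fold criterion, a replicate block by either numbering, and leaving out each of the 22 libraries. Added later were limma voom, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, DESeq2 on each comparison alone, and RPKM without organelle genes. The model was tested on simulated data with known changes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Gene ontology shares and the cycling of transcripts were not computed, since the annotation and time series they need are not used here. The call of a single list member in a single comparison is not reported here.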

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

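The tests of the chromosome 4 stretch and of the touch and wound genes were chosen only after the result was seen, while the tests of differences between effects and the splits of libraries were set before.

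The effect of *lux-1* differed between backgrounds for 3474 genes at ZT1, by the test of the difference. Of 100 splits 4 were as large, the highest 7137. The splits exchange labels within each background, so they test for any *lux-1* effect and cannot exclude chance for a difference between backgrounds. The highest exchanges the labels within 1 background and so counts the sum of the *lux-1* effects. The other 2, with 3937 and 3480 genes, mix Col-0 and *lux-1* libraries and keep those of the *acd6-1* background as labelled. The count was 1711 without Col-0 ZT1 replicate 2, 1900 without *lux-1* ZT1 replicate 1, 1785 without *acd6-1* ZT1 replicate 3 and 1614 without *acd6-1lux-1* ZT1 replicate 2. At ZT13 it differed for 127 genes, with no splits made. That count was 62 and 33 without Col-0 ZT13 replicates 1 and 3, 334 and 49 without *lux-1* ZT13 replicates 1 and 2, 68 and 209 without *acd6-1* ZT13 replicates 1 and 2, and 24 and 79 without *acd6-1lux-1* ZT13 replicates 1 and 2. It differed between times for 2848 genes in the Col-0 background, with 1881 without Col-0 ZT1 replicate 2 and 1799 without Col-0 ZT13 replicate 1. The highest of the other splits gave 2022 (1 of 100 splits as large), which does not exclude chance for that difference. Such splits mix Col-0 and *lux-1* at each time. They test for any effect of *lux-1* and not whether it differs between times. In the *acd6-1* background it differed for 1481 genes, or 941 without *acd6-1* ZT1 replicate 2, 2528 without *acd6-1lux-1* ZT1 replicate 3, 875 without *acd6-1* ZT13 replicate 1, and 832 and 828 without *acd6-1lux-1* ZT13 replicates 1 and 2. *PAD4* rose in *lux-1* and fell in *acd6-1lux-1* at ZT1, a difference of -1.28. *LNK2* was lower at ZT1 and higher at ZT13 in *acd6-1lux-1*, a difference of -1.40, where the ZT1 call is lost without *acd6-1* ZT1 replicate 1 or 2 or *acd6-1lux-1* ZT1 replicate 1 or 2. *CDF1* was lower at ZT1 and higher at ZT13 in both backgrounds, differences of -1.11 and -1.35, where the ZT1 call in *acd6-1lux-1* is lost without *acd6-1* or *acd6-1lux-1* ZT1 replicate 1. *CCA1* in *lux-1* gave -1.30, with a ZT1 call lost without any library of the comparison. The floral organ genes had a mean change of 1.55 in *lux-1* at ZT13, and the photosynthesis genes of 1.28 in *acd6-1lux-1* at ZT13. These lists, the touch and wound genes and the chromosome 4 genes stand out as changes among genes the paper does not name as affected by *lux-1*, apart from *CBF1*. No group has 4 or more libraries, so single libraries were not tested as outliers.

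Of 35 genes called in the same direction in *lux-1* against Col-0 at ZT1 and ZT13, 13 lie between AT4G18000 and AT4G28999, a stretch with 958 of the 21666 tested genes, and include AT4G20480, AT4G19500, AT4G24420 and *CBF1*. A loss of LUX that acts alike in both backgrounds is argued against, since 100% of the 13 have an effect that differs by background. None of the 28 genes called alike in *acd6-1lux-1* lies there. The 13 were picked by their calls in *lux-1* against Col-0, which favors such a difference. Some of them, *CBF1* included, still changed in the same direction in *acd6-1lux-1* at ZT1. Gene variants carried by the *lux-1* line in this stretch may account for it, since windows of 100 neighboring genes reach a median absolute t of 1.99, above the highest of 181 windows elsewhere, 1.47. Of the 10 windows in the stretch 5 exceed that value, and the lowest has 1.14. The windows use the same comparisons that marked the stretch. Masking by *acd6-1*, under which loss of LUX would still be the cause, cannot be told apart from such variants. Of the genes called alike on other chromosomes, 38.9% also differ by background. The paper selected *acd6-1lux-1* from a cross as homozygous for *acd6-1*, and *ACD6* also lies on chromosome 4. Whether the double mutant kept this stretch of the *lux-1* line was not examined. No sequence reads were used here that could show a variant.

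The 6 touch and wound genes, *ZAT10*, *ZAT12*, *TCH2* and *TCH4* among them, had a mean change of -2.22 in *lux-1* at ZT1. Handling that varied between libraries of 1 group is argued against, since the SD within groups was 0.25 on the log2 scale. Handling or order of harvest that differed between genotypes cannot be told apart from an effect of *lux-1*, because the mean change in *acd6-1lux-1* was -1.47 and the design holds no record of the harvest. The same limit holds for other genes that fell at ZT1 and did not pass at ZT13, such as *JAZ1*, *MYC2* and *WRKY33*. A wider fall of stress-inducible genes after light onset is a candidate explanation, with a median of -0.27 over 21 JA and *CBF* genes in *acd6-1lux-1* at ZT1 and -0.12 at ZT13 (camera p = 0.00014, and p = 0.12 with an estimated correlation). *CBF1* to *CBF3* also lie in the chromosome 4 stretch.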

How the results depend on the processing

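The count-based tests on recovered reads were chosen only after the result was seen, and the other settings before. All alternatives were run and gave values. No direction of a called value was reversed. Of the values of named genes and counts of list members together, 18716 stayed, 653 no longer passed, 320 passed only then and 801 moved. A gene value was taken as moved where its sign changed and it passed in neither setting. A count of list members was taken as moved where it changed by over 1.5 times. Of the counts and shares over all genes 360 stayed within 1.5 times and 83 moved. Numbers of replicates do not pair the libraries: 2 of 11 pairs with the same number correlated above 0.1 (-0.224 to 0.179) and 3 of 11 were best partners. As a block they gave 507, 185, 916 and 126 genes in a to d by title and 510, 189, 917 and 137 by library code.

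A pseudocount of 0.1 gave 882 genes in a, 302 in b, 1489 in c, 362 for the mean *lux-1* effect, 1113 in a or b, 1602 in c or d and 2252 in any. It put 100% of libraries on the side of their background and gave time 27.4% of the variance. A fold of mean RPKM above 2 gave 863, 325, 1590, 435, 1116, 1717 and 2374. No fold criterion gave 3854 in a, 852 in b, 7297 in c, 325 in d, 4617 for the mean effect, 14783 and 10573 for *acd6-1* at ZT1 and ZT13, 13000 for time, 4432 in a or b, 7457 in c or d and 9760 in any. Median-of-ratios scaling gave 75 genes that differ by background at ZT13 and 1762 by time in Col-0. With only the libraries compared, limma gave 0 genes in d (2200 at an unadjusted p under 0.05, and 124 to 193 by the count-based tools), 43 by background at ZT13 and 583 by time in *acd6-1*. An adjusted p under 0.05 gave 1757 and 41 by background at ZT1 and ZT13, and 1748 and 895 by time in Col-0 and *acd6-1*. Average linkage put 1216 genes in the lowest cluster, and an estimated correlation left 12 of 72 list tests.

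Leaving out 1 library gave 1614 to 5161 genes by background at ZT1 (1614 to 1900 where it moved by over 1.5 times), 24 to 334 at ZT13, 1799 to 2988 by time in Col-0 (1799 to 1881 where it moved) and 828 to 2528 in *acd6-1*. In groups a to d it gave 439 to 571, 146 to 272, 735 to 1213 and 105 to 187. Where *acd6-1* or *acd6-1lux-1* at ZT13 kept 1 library, it is assumed to vary like the other groups.

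limma voom gave 1576 in c, 409 for the mean effect, 6096 for *acd6-1* at ZT1, 49 by background at ZT13, 1548 by time in Col-0, 1672 in c or d and 2189 in any. edgeR gave 764 in a, 342 in b, 1569 in c, 408, 6038, 68, 1664, 1033 in a or b, 1662 in c or d and 2244 in any. DESeq2 gave 371 in b, 1415 in c, 401, 313 by background at ZT13, 1878 by time in Col-0, 1049 in a or b, 1526 in c or d and 2102 in any. DESeq2 on each comparison alone gave 316 in b.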

Differences from the paper's values

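The settings on recovered reads were chosen only after the result was seen, and the other tests before.

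At an adjusted p under 0.1, as in the paper's methods, and a difference of log2(RPKM + 1) above 1 for the fold of 2 in its Table 1, 249 genes were lower in *lux-1* than in Col-0 at ZT1, and the paper's value is 376. The tests are unlike, since the paper used DESeq, a count-based tool, and 249 is from limma on log2(RPKM + 1). Of the alternatives set before the data were examined, the value lies within 1.5 times the paper's with pseudocounts of 0.1 (371) and 0.5, with median-of-ratios scaling (292), quantile normalization (296) and a fold of mean RPKM above 2 (358), and without Col-0 ZT1 replicate 1 or 2 or *lux-1* ZT1 replicate 1. It does not with no filter (247), a filter at 1 RPKM (250), only the libraries compared (247), a prior variance without trend (249), an adjusted p under 0.05 (246), no fold criterion (999), either replicate block (247 and 248), and without Col-0 ZT1 replicate 3 (248) or *lux-1* ZT1 replicate 2 (248) or 3 (246). The count-based tools, chosen after seeing the values, gave 399 (limma voom), 408 (edgeR), 398 (DESeq2) and 371 (DESeq2 on the comparison alone). The same 4 tools lie more than 1.5 times above the paper's 170 genes in *lux-1* at ZT13 (263, 342, 371 and 316, with 206, 283, 312 and 265 higher against the paper's 127). The first 3 do so for its 311 genes higher in *acd6-1lux-1* at ZT1 (546, 637 and 533), and the last for its 43 lower at ZT13 (73). With the fit described these were 195, 148, 359 and 32. Settings set before the data were examined also go above the paper's values by more than 1.5 times. In *lux-1* at ZT13 these are pseudocounts of 0.1 (302 genes, 237 higher) and 0.5 (257, 200), a fold of mean RPKM above 2 (325, 252), no fold criterion (852, 451), and *lux-1* ZT13 replicate 1 left out (272, 229). For the genes higher in *acd6-1lux-1* at ZT1 these are the same pseudocounts (723 and 492), the fold of mean RPKM (772), no fold criterion (4935), and *acd6-1lux-1* ZT1 replicate 3 left out (535). How many of the paper's own genes they drop is not known, since its gene lists are not used here.

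The paper places all replicates together and divides the libraries first by background. Here 6 of 8 groups formed a branch and 72.7% of libraries lay on the side of their background, or 7 of 8 and 100% with a pseudocount of 0.1. The paper has more genes lower than higher in both morning comparisons. Here *acd6-1lux-1* had 359 higher and 554 lower, and *lux-1* 259 and 249, which turned to 207 and 292 with median-of-ratios scaling and 208 and 296 with quantile normalization, and also turned without Col-0 ZT1 replicate 2 (184 and 255) or *lux-1* ZT1 replicate 1 (172 and 294). In the evening the paper has more genes higher, as here, except that *acd6-1lux-1* had 71 higher and 116 lower without *acd6-1* ZT13 replicate 2. The paper names *PR1* among the defense genes lower with *lux-1*, and its qRT-PCR gave lower *PR1* in *acd6-1lux-1* than in *acd6-1*. Here it passed in no comparison (log2 fold change -1.24 in *acd6-1lux-1* at ZT1, adjusted p = 0.17), except higher in *lux-1* at ZT1 without *lux-1* ZT1 replicate 3, and lower in *acd6-1lux-1* at ZT1 with quantile normalization and, chosen after seeing the values, DESeq2 on the comparison alone. *ICS1*, *EDS1*, *NPR1*, *PBS3* and *PAD4* were lower at ZT1 in *acd6-1lux-1*, and in *lux-1* *PAD4* was higher (0.66) and the others did not pass, while *MPK3*, *WRKY22*, *WRKY33* and *NPR3* were lower in both. Among the clock and output genes the paper names as higher in *lux-1*, *PRR9* passed in no comparison, except in *lux-1* at ZT1 with only the libraries compared, at ZT13 without *lux-1* ZT13 replicate 1 and, chosen after seeing the values, with DESeq2. The paper's qRT-PCR time course gave higher *PRR9* in *lux-1* at each time tested. Opposite to the direction the paper gives, *CBF1* and *CBF2* were lower in *lux-1* at ZT1 (-3.19 and -3.44). *ELF4* was lower in *acd6-1lux-1* at ZT13 (-1.70, adjusted p = 0.063), a call lost without any of the 4 libraries. In the paper's direction, *ELF4* was higher in *lux-1* at ZT1 (1.78) and *LUX*, *GI*, *PRR7*, *PIF4* and *FT* were higher at ZT13.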

Other observations

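The tests of the JA markers were chosen only after the result was seen, and the list tests, the test of a damped rhythm and the splits were set before.

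Light-harvesting genes were higher with *lux-1* in the evening. Of 19 photosynthesis genes, 9 were higher in *lux-1* at ZT13 and 13 in *acd6-1lux-1* (9 and 15 adjusted over the list alone), with *LHCB3* up by 1.50 and 2.58 on the log2 scale, and none was lower there by limma, at an unadjusted p under 0.05 or by the count-based tools. Camera passed in *acd6-1lux-1* at ZT13 with an estimated correlation (adjusted p = 0.021) and not in *lux-1*, where adjusted p = 0.11 with an estimated correlation. At ZT1, 8 were higher in *acd6-1lux-1* (11 adjusted over the list alone, 1 with median-of-ratios scaling). The 8 were 5 without *acd6-1* ZT1 replicate 1 or 2 or *acd6-1lux-1* ZT1 replicate 3, and 4 without *acd6-1* ZT1 replicate 3 or *acd6-1lux-1* ZT1 replicate 2. Reads of close *LHCB* copies are not separated here. In *lux-1* at ZT1 *LHCB4.2* was lower by limma, a call lost without Col-0 ZT1 replicate 1 or 2 or *lux-1* ZT1 replicate 1. Of 8 genes of aliphatic glucosinolates, the defense compounds of the cabbage family, 7 were higher in *acd6-1lux-1* at ZT1 and 3 at ZT13 (7 and 8 adjusted over the list alone, and 1 at ZT13 without *acd6-1* or *acd6-1lux-1* ZT13 replicate 2). The regulator *MYB28* rose by 1.02 at ZT1 (adjusted p = 1.4e-05). Camera gave adjusted p = 0.35 at ZT1 and 0.095 at ZT13 with an estimated correlation. In *lux-1* none passed by limma at either time, with 2 higher at an unadjusted p under 0.05 at each and up to 1 and 4 by the count-based tools, and 1 higher at ZT1 without *lux-1* ZT1 replicate 2. Of 9 floral organ genes, 8 were higher in *lux-1* and 3 in *acd6-1lux-1* at ZT13, and 3 and 1 at ZT1 (9, 9, 7 and 1 adjusted over the list alone), *FUL* being higher in all 4. The 8 were 2 without Col-0 ZT13 replicate 2 or *lux-1* ZT13 replicate 1 and 5 without Col-0 ZT13 replicate 3. The 3 in *acd6-1lux-1* at ZT13 were 1 without *acd6-1* ZT13 replicate 1 or either *acd6-1lux-1* library, and the 1 at ZT1 was 5 without *acd6-1lux-1* ZT1 replicate 3. Camera gave adjusted p = 0.071 and 0.095 at ZT13 with an estimated correlation.

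In *acd6-1lux-1* at ZT1, 4 of 12 senescence genes were lower, *NYC1*, a chlorophyll breakdown gene, by -0.78, and 4 of 10 camalexin and indole glucosinolate genes, *MYB122* by -0.85, with 1 higher. Of 12 NLR receptor genes 5 were lower, *RPS2* by -0.71, and of 8 ER folding genes 1, *BZIP60*, by -1.18. Adjusted over the list alone these were 4, 5, 5 and 1 lower. *RPS2* lies in the chromosome 4 stretch. Without *acd6-1lux-1* ZT1 replicate 2 the senescence genes were 2 and the camalexin genes 1, and the ER genes were 3 without *acd6-1* ZT1 replicate 1 and 2 without *acd6-1lux-1* ZT1 replicate 3. With an estimated correlation adjusted p = 0.47, 0.46, 0.35 and 0.58. The higher camalexin gene was lost without *acd6-1* ZT1 replicate 2 or 3 or any *acd6-1lux-1* ZT1 library. In *lux-1* at ZT1, 2 NLR genes were higher and 3 lower, *RPP4* by 0.72 and *ADR1-L2* by -0.52, and 3 ER genes were higher (5 adjusted over the list alone). *MYB51* was the lower and *CYP79B2* the higher camalexin gene. The higher NLR genes were 1 without any of the 6 libraries, and the lower ones 1 without Col-0 or *lux-1* ZT1 replicate 3. The ER genes were 0 without Col-0 ZT1 replicate 1 or 2 or *lux-1* ZT1 replicate 1, where 1 was lower in the last case, and 1 without Col-0 ZT1 replicate 3 or *lux-1* ZT1 replicate 2. The higher camalexin gene was lost without Col-0 ZT1 replicate 1 or 2 or *lux-1* ZT1 replicate 1 and became 2 without *lux-1* ZT1 replicate 3, and the lower one was lost without Col-0 ZT1 replicate 2 or 3 or *lux-1* ZT1 replicate 3. At ZT13 in *lux-1*, *CRT3* was the single lower ER gene (adjusted p = 0.0064). No camalexin gene passed there by limma (1 higher adjusted over the list alone or without *lux-1* ZT13 replicate 1, 2 at an unadjusted p under 0.05, and up to 2 by the count-based tools). In *acd6-1lux-1* at ZT13 no member of these 4 lists passed by limma, with 1 senescence gene higher and 2 camalexin genes lower at an unadjusted p under 0.05, and at most 1 senescence gene higher and 2 genes of either list lower by the count-based tools. Senescence genes did not pass by limma in *lux-1*, with 1 higher at an unadjusted p under 0.05 and at most 1 by the count-based tools at each time, and with 1 higher without Col-0 ZT1 replicate 1 or *lux-1* ZT13 replicate 1. Of 5 root markers measured, 2 were higher in *acd6-1lux-1* at ZT1 (1 without *acd6-1* ZT1 replicate 3) and 1, *SHR*, at ZT13, a call lost without *acd6-1* ZT13 replicate 2 or either *acd6-1lux-1* library. Of the root markers none passed by limma in *lux-1*, with 1 higher at ZT1 and 1 lower at ZT13 at an unadjusted p under 0.05, and at most 1 lower by the count-based tools, though 2 were higher at ZT1 without *lux-1* ZT1 replicate 2. Of 6 touch and wound genes, 5 were lower in *lux-1* and 6 in *acd6-1lux-1* at ZT1 (6 and 6 adjusted over the list alone, adjusted p = 0.01 and 0.051 with an estimated correlation). None passed by limma at ZT13, with 2 higher in *lux-1* at an unadjusted p under 0.05 and at most 2 by the count-based tools, and 0 in *acd6-1lux-1*.

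The 9 JA markers had a mean change of 1.96 in *lux-1* at ZT1 and -0.08 in *acd6-1lux-1*, and the effect of 3 of them differed by background. A single library of *lux-1* at ZT1 is argued against as the source of most of the 6 calls. Without *lux-1* ZT1 replicate 1, 4 of the 6 stay called, the fewest for any library. Leaving out 1 library at a time cannot speak to a rise carried by more than 1 of them. A lowering of the markers by *acd6-1* is argued against, since they were 1.81 higher in *acd6-1* than in Col-0 at ZT1. Whether that higher level in *acd6-1* leaves less room for a rise with *lux-1* was not tested and stays open. Flower and stem tissue in the *lux-1* samples stays open. In *acd6-1lux-1* at ZT13 floral genes rose by a mean of 1.58 and the markers had 0.16, but in Col-0 the markers are 1.92 higher at ZT13 than at ZT1, a baseline that could hide a small share of tissue.

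A damped difference between day and night in *lux-1* was predicted to raise evening genes at ZT1 and morning genes at ZT13. Relative to all genes, the 2036 evening genes had a median of -0.14 in *acd6-1lux-1* at ZT1, against the prediction, and the 809 morning genes 0.15 at ZT13. Of the PTI and SA lists, 17 of 24 and 21 of 32 genes were higher at ZT13 in Col-0. In *acd6-1lux-1* at ZT1, 12 and 14 were lower, but these lists are a small part of the 2036 evening genes. Whether lower defense genes beyond the lists moved the median was not tested, so damping is not separated from them. The sizes of the classes depend on the scaling of the libraries, and the test was not repeated with other scalings. In *lux-1*, evening genes had a median of 0.29 at ZT1 (all genes 0.08) and morning genes 0.15 at ZT13 (all genes -0.03). Those comparisons share the Col-0 libraries that set the classes, so they were not used as the test.

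Splits of 3 libraries against 3 are too few for a share under 0.05. The real counts and the highest of the others were 508 and 4 in a, 195 and 25 in b, 913 and 2 in c, 4013 and 0 for *acd6-1* at ZT1, and 2845 and 0 for time in Col-0, with 1 split of 10 as large in each. With 1 split as large, the real one, chance can be excluded for a or b (666 and 525), any (1360 and 1145) and the mean *lux-1* effect (137 and 27) over 100 splits, and for c or d (1016 and 913) over 30.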
